# Identifying MicroRNAs and Transcript Targets in *Jatropha* Seeds

**DOI:** 10.1371/journal.pone.0083727

**Published:** 2014-02-13

**Authors:** Vanessa Galli, Frank Guzman, Luiz F. V. de Oliveira, Guilherme Loss-Morais, Ana P. Körbes, Sérgio D. A. Silva, Márcia M. A. N. Margis-Pinheiro, Rogério Margis

## Abstract

MicroRNAs, or miRNAs, are endogenously encoded small RNAs that play a key role in diverse plant biological processes. *Jatropha curcas* L. has received significant attention as a potential oilseed crop for the production of renewable oil. Here, a sRNA library of mature seeds and three mRNA libraries from three different seed development stages were generated by deep sequencing to identify and characterize the miRNAs and pre-miRNAs of *J. curcas*. Computational analysis was used for the identification of 180 conserved miRNAs and 41 precursors (pre-miRNAs) as well as 16 novel pre-miRNAs. The predicted miRNA target genes are involved in a broad range of physiological functions, including cellular structure, nuclear function, translation, transport, hormone synthesis, defense**,** and lipid metabolism. Some pre-miRNA and miRNA targets vary in abundance between the three stages of seed development. A search for sequences that produce siRNA was performed, and the results indicated that *J. curcas* siRNAs play a role in nuclear functions, transport, catalytic processes and disease resistance. This study presents the first large scale identification of *J. curcas* miRNAs and their targets in mature seeds based on deep sequencing, and it contributes to a functional understanding of these miRNAs.

## Introduction

Increased energy consumption is a key concern of contemporary society as a result of rapidly diminishing fossil fuel deposits and increasing levels of carbon dioxide released into the atmosphere. Thus, environmentally friendly sources of fuels, such as bioethanol and biodiesel, are promising alternatives for fossil fuels. In this context, great interest has been generated regarding the potential of *Jatropha curcas* L. for biodiesel production. This species belongs to the Euphorbiaceae family and is found in almost all tropical areas; it occurs on a large scale in tropical and temperate regions [1], [2]. *J. curcas* has potential for biodiesel production because it is perennial, drought-resistant and has a high oil content (∼40%). Additionally, this crop can be grown in degraded soils (non-agricultural lands), which controls erosion without competing for food production habitats [3], [4].

In spite of having the potential for high fuel production, improving the quality of *J. curcas* seed oil remains challenging. The desired traits include increased oil content, decreased unsaturated fatty acid content (to increase the oxidative stability), decreased free fatty acid content (to prevent soap formation and increase biodiesel productivity) and decreased 18 carbon fatty acid content (to reduce viscosity) [5]. Furthermore, reducing seed toxicity and increasing pest tolerance are also desirable [1], [5].

MicroRNAs (miRNAs) are small non-coding RNAs that act as post-transcriptional regulators of gene expression [6]. They are typically transcribed by RNA Polymerase II as long polyadenylated transcripts, with an imperfect stem-loop structure known as pri-miRNA, which is recognized and processed by DICER-Like1 (DCL1) into an miRNA precursor (pre-miRNA). This sequence is further processed to generate mature miRNAs, which are composed of single-stranded RNA molecules of approximately 21 nucleotides (nt) in length [7]–[9]. To regulate protein-coding genes, the mature miRNA binds to sites in the 3′ and 5′ untranslated regions (UTR) or the coding sequence (CDS), leading to mRNA degradation or translational inhibition, depending on the degree of complementarity between the miRNA and its target transcript [8], [10]. This regulation plays critical roles in plant development and growth as well as a range of physiological processes, including abiotic and biotic stress responses [11], [12], and in lipid metabolism [13], [14].

At present, there have only been two recent studies regarding the identification of miRNAs from *J. curcas*. One study used a small RNA cloning methodology and did not provide the precursor sequence from Jatropha [15]. The other study used known plant miRNAs from Viridiplantae to search for *J. curcas* miRNAs in publicly available EST and GSS databases; therefore, only conserved miRNAs were identified by this approach [16]. In the present study, conserved and novel miRNAs from *J. curcas* were identified through the deep sequencing of small RNAs (sRNA) from mature seeds. The targets of these miRNAs were predicted *in silico*, and the results indicate that miRNAs are involved in a wide range of physiological processes in seeds, including growth, hormone signaling, stress resistance and lipid metabolism, among others. In addition, polyadenylated transcript sequencing (mRNA-seq) libraries from three seed development stages (immature, intermediate and mature) were used to identify and characterize the abundance of pre-miRNAs and miRNA targets, providing important information related to regulatory timing.

## Material and Methods

### *J. curcas* Seed Collection and RNA Isolation

For the RNA isolation, fruits from *J. curcas* plants grown in an open environment at Embrapa Clima Temperado (Pelotas, RS, Brazil) were collected at 10–20 (immature seeds), 20–40 (intermediate seeds) and 40–60 (mature seeds) days after flower opening (DAF). The seeds were dissected from their fruits and immediately frozen in liquid nitrogen and then stored at −80°C. Total RNA was isolated from a pool of seeds from each stage with Trizol (Invitrogen, CA, USA), according to the manufacturer’s protocol. RNA quality was evaluated by electrophoresis on a 1% agarose gel, and the RNA concentration was determined by Nanodrop (Nanodrop Technologies, Wilmington, DE, USA).

### Small RNA and mRNA-seq Library Construction using Deep Sequencing

Total RNA (>10 µg) was isolated from immature, intermediate and mature seeds and sent to Fasteris SA (Plan-les-Ouates, Switzerland) for processing and sequencing with an Illumina HiSeq2000. To generate the mRNA-seq libraries, polyadenylated transcript sequencing was performed as follows: Poly(A) mRNAs were purified, cDNA was synthesized using a Poly(T) primer shotgun to generate 500 nt inserts, 3p and 5p adapters were bound, and a cDNA colony template library was generated by PCR amplification, and 100 single-end bases were sequenced by Illumina sequencing. Illumina sequencing output data were sequence tags of 100 bases. Three mRNA-seq libraries were constructed from immature seeds (L1), from intermediate seeds (L2) and from mature seeds (L3).

Only RNA from mature seeds was used to produce the small RNA library. In brief, RNA bands corresponding to a size range of 20–30 nt were separated and purified from the acrylamide gel and subsequently bound to 3p and 5p adapters in two separate subsequent steps, each followed by acrylamide gel purification. Then, the cDNAs were synthesized and a cDNA colony template library was generated by PCR amplification for Illumina sequencing.

### Sequence Data Analysis

Figure S1 summarizes the overall data analyses performed with the sRNA library and mRNA-seq libraries. First, all low quality reads (FASTq value <13) were removed, and 5p and 3p adapter sequences were trimmed using the Genome Analyzer Pipeline (Fasteris). The remaining low quality reads with ‘n’ were removed using the PrinSeq script [17]. Sequences shorter than 18 nt and longer than 25 nt were excluded from further analysis. sRNAs derived from Viridiplantae rRNAs, tRNAs, snRNAs and snoRNAs (from the tRNAdb [18]; SILVA rRNA [19] and NONCODE v3.0 [20] databases); cpRNA from *J. curcas*; and mtRNA from *Ricinus communis* [from the NCBI GenBank database (http://ftp.ncbi.nlm.nih.gov)] were identified by mapping with Bowtie v 0.12.7 [21]. rRNAs, tRNAs, snRNAs and snoRNAs were excluded from the sRNA library that was used in further miRNA predictions and analyses.

The mRNA-seq libraries were first filtered for low quality “n” reads, and *J. curcas* coding sequence reads were obtained from the *Jatropha* genome database (http://www.kazusa.or.jp/jatropha). L1, L2 and L3 were pooled to produce mRNA contigs using the CLC Genome Workbench version 4.0.2 (CLCbio, Aarhus, Denmark) algorithm for *de novo* sequence assembly, with the default parameters (similarity = 0.8, length fraction = 0.5, insertion/deletion cost = 3, mismatch cost = 3), originating from the L1–L2–L3 library.

Sequence data from this article can be found in the GenBank data libraries under accession number(s) GSM1226039 (L1), GSM1226040 (L2), GSM1226038 (L3) and GSM1226041 (sRNA dataset).

### Prediction of Conserved and Novel miRNAs

To identify phylogenetically conserved miRNAs, reads from the sRNA library derived from mature seeds were mapped to a set of all mature Viridiplantae unique miRNAs obtained from the miRBase database (Release 19, August 2012) using Bowtie v 0.12.7 [21]. Only perfectly matched sequences were considered to be known miRNAs. To search for novel miRNAs, reads from the sRNA library derived from mature seeds were matched against contigs assembled from the L1–L2–L3 library using SOAP2 [22]. The SOAP2 output was filtered with an *in house* filter tool to separate pre-miRNA candidate sequences by using an anchoring pattern of one or two blocks of aligned sRNAs with a perfect match. MFOLD (http://mfold.bioinfo.rpi.edu/cgi-bin/rnaform1.cgi) was employed to predict hairpin structures with default parameters. Sequences were considered to be pre-miRNA if the RNA sequence could form an appropriate stem-loop structure with a mature miRNA sitting in one arm of the hairpin structure; the secondary structure had a high negative minimum folding free energy (MFE, 17–110 kcal/mol), using RNAstructure 5.3 [23], and a high negative minimum folding free energy index (MFEI, higher than 0.5). All putative pre-miRNAs were verified by a BLASTn algorithm from NCBI databases and the miRBase database (Release 19, August 2012). The frequency of identified miRNAs was obtained by aligning the conserved and novel precursors identified in this study and the sRNA library using Bowtie v 0.12.7, with the default parameters. The SAM files from Bowtie were then processed using *in house* Python scripts to count the frequencies of each read and map them into the three libraries. The most frequent miRNA for each precursor was designated as miRNA, while the others were designated as isomiRNAs.

### miRNA Targets Prediction

mRNA contigs from the L1–L2–L3 library were clustered by using Gene Indices clustering tools (http://compbio.dfci.harvard.edu/tgi/software/) [24] to reduce sequence redundancy. The clustering output was passed on to a CAP3 assembler [25] for multiple alignment and consensus building. Contigs that could not reach the threshold set and fell into a random assembly and remained as a list of singletons.

The predicted target genes of conserved and novel miRNAs was performed with a psRNAtarget [26] by aligning mature sequences against assembled *J. curcas* unigenes from the L1–L2–L3 library. Default parameters were used, and a maximum expectation of 4.0 was applied for the search with the most abundant miRNA. A maximum expectation of 5.0 was used to search the isomiRNA target genes, which were related to lipid metabolism pathways. An annotation of predicted targets was performed by using BLASTX from Blast2GO v2.3.5 software [27] based on their sequence similarity with previously identified and annotated genes from the NR and Swiss-Prot/Uniprot protein databases. The annotation was improved by analyzing conserved domains/families using the InterProScan tool, and Gene Ontology (GO) terms for the cellular component, molecular function and biological processes were determined by using the GOslim tool in the blast2GO software. Transcript orientations were obtained from the BLAST outputs.

### *In silico* Expression Analysis of Pre-miRNAs and miRNA Predicted Targets

To calculate the frequency of pre-miRNAs, mRNA reads from each individual library (L1, L2 and L3) were aligned in Bowtie v 0.12.7 by using the default parameters and allowing zero mismatches. For reference, all identified pre-miRNAs in this study were used. The SAM files from Bowtie were then processed, as discussed above. The scaling normalization method proposed by Robinson and Oshlack [28] was used for data normalization. Both R packages, EdgeR [29] and A–C test [30], were independently used to assess whether the pre-miRNA was differentially represented. In brief, EdgeR uses a negative binomial model to estimate the over dispersion from the pre-miRNA count. The dispersion parameter of each pre-miRNA was estimated by tagwise dispersion. The differential expression is then assessed for each pre-miRNA by using an adapted exact test for over dispersed data. The A-C test computes the probability that two independent counts of the same pre-miRNA came from similar samples. Pre-miRNAs were considered to be differentially represented if they had a p-value ≤0.001 in both statistical tests. The same method was adopted to evaluate the expression profile of predicted miRNAs targets, allowing two mismatches (one in the seed and another in the rest of the sequence).

### siRNA Prediction

siRNAs were identified by aligning *J. curcas* 24-nt sRNAs against the contigs from the L1–L2–L3 library. Putative contigs with a typical sRNA distribution pattern along the matching sequences [31] were further subjected to annotation using Blast2GO software, as described above.

## Results and Discussion

### Deep Sequencing of sRNAs and mRNA Libraries

To identify the conserved and novel miRNAs in *J. curcas* seeds, an sRNA library from mature seeds was constructed and sequenced by Illumina technology, resulting in a total of 16,771,931 reads. 

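The sRNA library was made from 1 pool of mature *J. curcas* seeds collected 40 to 60 days after flowering. It is the only sRNA library of the series, so the spread between replicates is not known. The authors deposited a list of unique tags of 18 to 25 nt with the number of reads of each, which are counts without normalization, after low quality reads, adapters and other sizes had been removed. The list held 13983764 reads of 5432733 unique tags. Tags with an undetermined base were left out here: they numbered 22621 and held 30361 reads, 0.217% of all reads. Reads of non-coding and organellar RNAs are still in the list, and their share was not analysed here because it needs reference sequences. The 95% intervals given with shares are exact (Clopper–Pearson). They cover counting error only, since copies of a molecule made by PCR were counted as separate reads. A sequence without reads could have had up to 0.215 RPM (reads scaled by the library total), which is the limit that a count of 0 allows (3 counts).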

After removing the 3p and 5p adapter sequences and filtering out low quality “n” sequences, sRNAs within a 1–44 nt range were obtained, in which the majority were 18–26 nt in length (Table 1). Sequences shorter than 18 nt and longer than 25 nt were removed, resulting in 13,953,403 reads (Table 2), from which 5,400,278 reads were unique tags (38.7%). 

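Without tags that hold an undetermined base, the library had 13953403 reads and 5410112 unique tags, 38.8% of the number of reads. Tags that were read once numbered 4319732, which is 79.8% of the unique tags (95% interval 79.81 to 79.88%), and they held 31.0% of the reads. Keeping the tags with an undetermined base gave a share of 79.9%. The share of tags read once was lowest among the 24-nt tags (76.1%) and highest among the 19-nt tags. The 10 most abundant tags held 14.9% of the reads, and the 56 tags with more than 10000 reads held 21.0%.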

Approximately 80% (4,328,139) of the unique tags corresponded to singletons (Table S1).

**Table 1:** Raw data from sequencing *Jatropha curcas* sRNAs.

Read length (nt)	Number of reads	Percentage (%) of reads
0	12,163	0.073
1–17	1,347,333	8.330
18–26	14,175,504	84.190
27–44	516,355	3.790
Remaining	720,576	4.960

**Table 2:** Data from reads of the sRNA database of mature *Jatropha curcas* seeds filtered with non-coding RNAs.

Size	Total reads*	%	rRNA		tRNA		snRNA		snoRNA		cpRNA		mtRNA		all filters	
			totalreads	%	totalreads	%	totalreads	%	totalreads	%	totalreads	%	totalreads	%	totalreads	%
18	369,493	2.65	132,827	35.95	9,763	2.64	283	0.08	167	0.05	6,069	1.64	2,269	0.61	151,378	40.97
19	445,999	3.20	131,575	29.50	22,091	4.95	241	0.05	130	0.03	10,314	2.31	2,043	0.46	166,394	37.31
20	503,781	3.61	107,113	21.26	14,525	2.88	240	0.05	102	0.02	27,221	5.40	2,534	0.50	151,735	30.12
21	2,869,361	20.56	164,287	5.73	5,755	0.20	959	0.03	78	0.00	51,618	1.80	14,261	0.50	236,958	8.26
22	2,271,978	16.28	117,565	5.17	7,860	0.35	374	0.02	61	0.00	106,135	4.67	3,714	0.16	235,709	10.37
23	1,335,058	9.57	125,303	9.39	7,860	0.59	257	0.02	33	0.00	23,003	1.72	2,279	0.02	158,735	11.89
24	5,760,030	41.28	102,477	1.78	9,347	0.16	356	0.01	27	0.00	31,370	0.54	3,447	0.06	147,024	2.55
25	397,703	2.85	87,646	22.04	6,541	1.64	178	0.04	17	0.00	8,911	2.24	4,192	1.05	107,485	27.03
**Total**	13,953,403	100.00	968,793	6.94	83,742	0.60	2,888	0.02	615	0.00	264,641	1.90	34,739	0.25	1,355,418	9.71

*Total reads before filtering with non-coding and organellar small RNAs. The small RNAs were clustered according to their origin as follows: ribosome (rRNA), transporter (tRNA), small nuclear (snRNA), small nucleolar (snoRNA), mitochondrial (mtRNA) and chloroplastic (cpRNA).

Non-coding RNAs were also removed from the sRNA library for further analysis (Table 2). The sequence analysis showed that rRNA had the highest read frequency of all filtered sRNA classes, with 6.94% of the total reads. The majority of these rRNA sequences were found in the dataset with 21 nt-long sequences. Interestingly, 35.95% of the 18 nt sequences represented rRNAs. cpRNA sequences were the second most abundant filtered sequences after those from rRNA, corresponding to 1.9% of the total reads. tRNAs, mtRNAs, snRNAs and snoRNA were less frequent in the sRNA library. Taken together, 9.71% of the sRNA library was filtered with these RNA types, leaving 12,597,985 reads.

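In the sRNA library, 5760030 reads were 24 nt long, 41.3% of all reads (95% interval 41.25 to 41.31%), and 2869361 reads were 21 nt long, 20.6% (20.54 to 20.59%). Both sizes together made up 61.8% of the reads. The next sizes were 22 nt with 16.3% and 23 nt with 9.57% of the reads. Among the unique tags, 61.7% were 24 nt, 12.2% were 23 nt, 9.60% were 21 nt and 5.96% were 22 nt. When tags that were read once were left out, the share of reads was 33.4% for 24 nt and 25.3% for 21 nt.

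**Figure D1:**
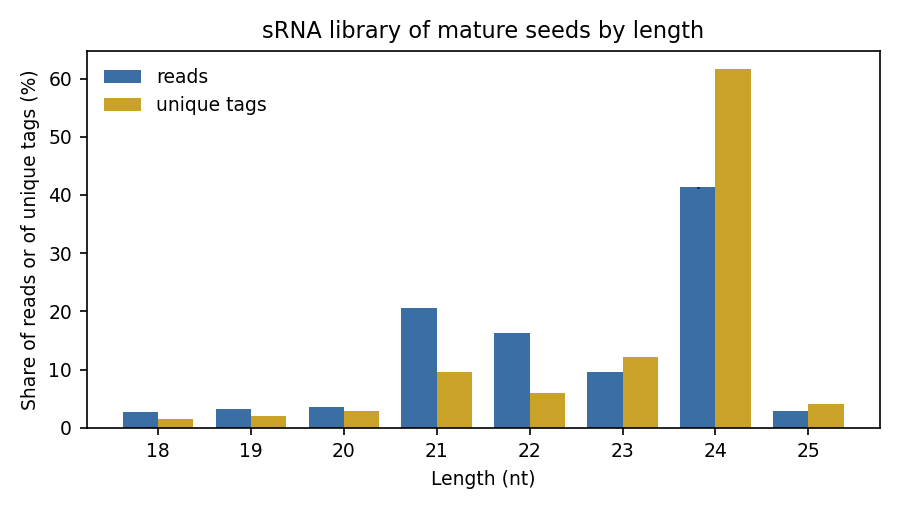
Length in nt on the horizontal axis and the share in percent of the reads (blue) and of the unique tags (yellow) on the vertical axis, for the sRNA library of mature seeds. Bars start at 0, and the 95% intervals of the read shares are narrower than the lines can show. The 24-nt bars are the highest for reads (41.3%) and for unique tags (61.7%).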

The length distribution of redundant and non-redundant sRNAs reads indicated that the most abundant and diverse sequences are within 21 (20.89%) and 24 nt (44.55%), a typical size range for Dicer-like (DCL)-derived products [9]. This distribution pattern for the small RNA size is similar to that of seeds from other species, such as Arabidopsis [32], peanut [13], barley [33], soybean [34] and canola [14], which implies that *J. curcas* possesses similar small RNA biogenesis processing components to other plant species. 

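A unique tag of 24 nt was read 1.73 times on average, against 5.53 times for 21 nt and 7.05 times for 22 nt. The first base was T in 73.8% of the 21-nt reads and in 72.5% of the 22-nt reads. A single tag that begins with T, TGAAGCTGCCAGCATGATCTGA, held 829649 of the 2271978 reads of 22 nt, so both 22-nt values depend much on it. Among the 24-nt reads, 40.1% began with A and 37.7% with T. From the pattern of sizes, which the paper compares with that of seeds of other plants, the paper infers that *J. curcas* has components for sRNA biogenesis like those of other species.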

The same length distribution pattern was observed before and after filtering the sRNA library (Figure 1), indicating that the small RNA library was of high quality.

**Figure 1:**
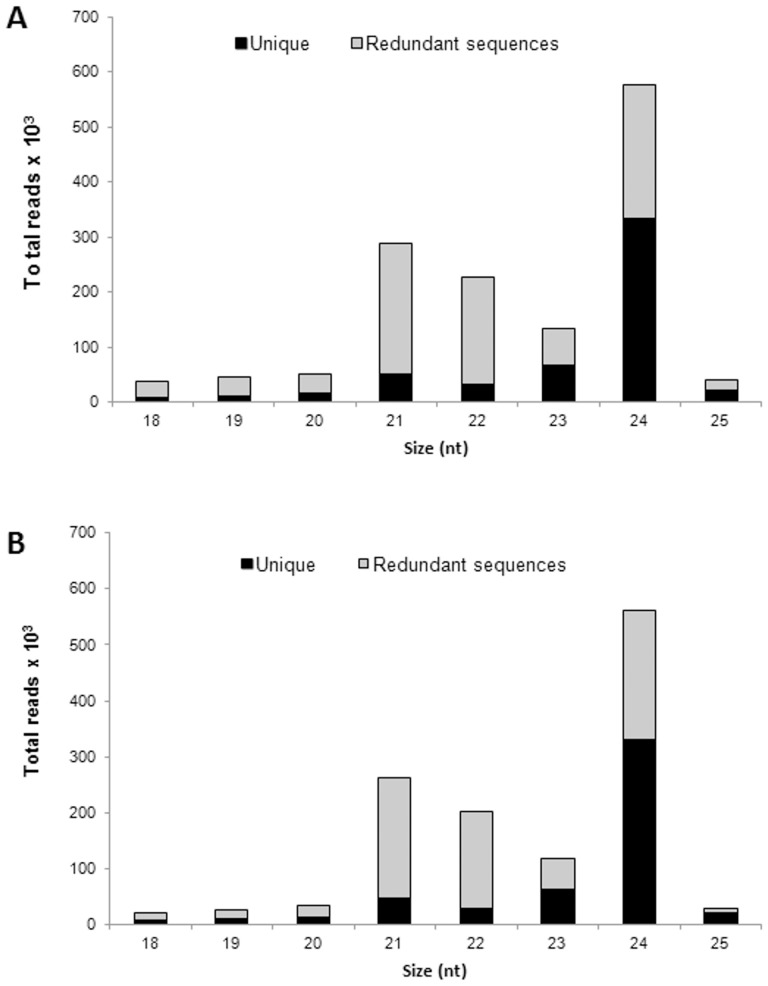
Total number of redundant and unique reads in the sRNA library of *J. curcas* mature seeds. (**A**) Data before filtering with non-coding RNAs and organelle RNAs. (**B**) Data after filtering with non-coding RNAs and organelle RNAs.

In this study, a specific mRNA transcriptome of *J. curcas* seeds was produced and used as a sequence reference for further analyses. 

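Each mRNA library was made from polyadenylated RNA of 1 pool of seeds and has no replicate, so a difference between a pair of libraries can be set against counting error only, not against the spread between pools of the same stage. The paper lists L1 as immature seeds (10 to 20 days after flowering), L2 as intermediate seeds (20 to 40 days) and L3 as mature seeds (40 to 60 days). The sample labels of the deposited data give another order: intermediate seeds (20 to 40 days) for L1, mature seeds (40 to 60 days) for L2 and immature seeds (10 to 20 days) for L3. The names L1, L2 and L3 are used here as in the paper's list. The authors deposited the unique tags of each library with their number of reads, as counts without normalization. There were 17495151 unique tags in L1, 13706453 in L2 and 8171663 in L3. Every read was 101 nt long in L1 and L2 and 100 nt long in L3. A count of 0 allows up to 0.0692 RPM in L1, 0.0856 in L2 and 0.180 in L3. The *de novo* assembly was not repeated.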

Three mRNA seqs were obtained from seeds as follows: the L1 (immature seed) library yielded 43,328,830 reads, the L2 (intermediate mature) library yielded 35,062,185 reads, and the L3 (mature seed) library yielded 16,653,188 reads. All three libraries were pooled for *de novo* assembly (L1–L2–L3). The resulting 61,863 contigs had an average length of 755 bp, and the size ranged between 100 bp and 15,706 bp, with 27,520 contigs constituting more than 500 bp in length.

### Identification of Conserved miRNAs and Pre-miRNAs

Several studies have reported miRNA conservation across different plant taxa [35], [36]. To identify homologous miRNAs in the *J. curcas* sRNA library, a set of 2,585 unique mature plant miRNA sequences were extracted from the miRBase database and used for alignment against the sRNA library. Only sequences with exactly the same size and nucleotide composition were considered. A strict criterion of sharply defined distribution patterns for one or two block-like anchored sRNAs and at least 10 reads of a single miRNA sequence were used to predict novel miRNAs (see methods). The read depth distribution along putative pre-miRNAs was previously shown to be a reliable guide for differentiating possible miRNAs from contaminant sequences, such as the degradation products of mRNAs or transcripts that are simultaneously expressed in both sense and antisense orientations [14], [33], [37]. 

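The 178 entries of Table S2 hold 172 different sequences. All but 4 of these were found in the sRNA library as a tag of the same length and sequence. These tags had 1133632 reads, 8.12% of the sRNA reads (95% interval 8.11 to 8.14%). At least 1 sequence was read in 40 of the 41 families, and the mean over the 41 families was 4.10 sequences with reads. Adding tags with a 3′ end up to 2 nt longer or shorter gave 1144633 reads. Sequences with at least 10 reads numbered 89 and held 1133409 reads.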

In total, 1,021,895 reads perfectly matched 177 conserved miRNAs belonging to 41 families, with an average of approximately 4 miRNA members per family (Table S2). Overall, the Jcu_MIR167 family was the most abundant conserved miRNA family present in *J. curcas* seeds, accounting for 842,066 reads, and the largest families were Jcu_MIR156 and Jcu_MIR166, with 23 and 21 members, respectively. 

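The MIR167 sequences had 856162 reads in the sRNA library, 75.5% of the reads of all sequences of Table S2 (95% interval 75.4 to 75.6%), and 829649 of them belonged to the sequence TGAAGCTGCCAGCATGATCTGA. MIR167 accounted for 7.14% of the different sequences with reads. MIR166 was the second family, with 138546 reads (12.2%). The other families and MIR166 had 277470 reads in all. Sequences with at least 1 read numbered 23 for MIR156 and 22 for MIR166. With at least 10 reads, 8 remained for MIR156 and 15 for MIR166.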

Of the remaining miRNA families, 19 contained between 2 to 8 members, and 16 were represented by a single member (Figure 2 and Table S2). Furthermore, the results indicate that different members of the same miRNA family have clearly different expression levels (Table S2). For example, Jcu_MIR166 presents members ranging from 1 to 35,439 reads. 

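Counting the different sequences with at least 1 read, 15 families had 1 member, 20 families had 2 to 8 members and 5 families had more than 8. The family MIR3711 had no read of its listed sequence.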

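The reads of single MIR166 sequences ranged from 1 to 105664, the latter for TCGGACCAGGCTTCATTCCCC. Within MIR159, 7 members ranged from 1 to 49102 reads, and within MIR168, 4 members ranged from 22 to 19595 reads.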

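The families MIR156, MIR157, MIR159, MIR166, MIR167, MIR168 and MIR396 had 1116279 reads together, 98.5% of the reads of all Table S2 sequences. Among the families of Table S2, they were the first 7 by number of reads. The lowest of them was MIR396, with 15959 reads, and the next family of that table was MIR319, with 5036 reads. Of the families of Table S5, Jcu_nMIR001 had 16637 reads, above MIR396, and Jcu_nMIR002 had 5332, above MIR319. MIR159 had 50042 reads, MIR168 19789, MIR156 18093 and MIR157 17688. The sequences of Table S5 had 26778 reads together, 0.192% of the sRNA reads. Among all unique tags, listed or not, the most abundant sequence of MIR167 was the first, and that of MIR166 was the seventh. The tags from the second to the sixth place are in neither Table S2 nor Table S5.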

Interestingly, the conserved miRNAs represented the most abundant *J. curcas* miRNAs and were distributed throughout seven families (MIR156, MIR157, MIR159, MIR166, MIR167, MIR168 and MIR396). These abundant miRNA families are largely found in Viridiplantae, indicating a fundamental role in plant life maintenance (Table S2).

**Figure 2:**
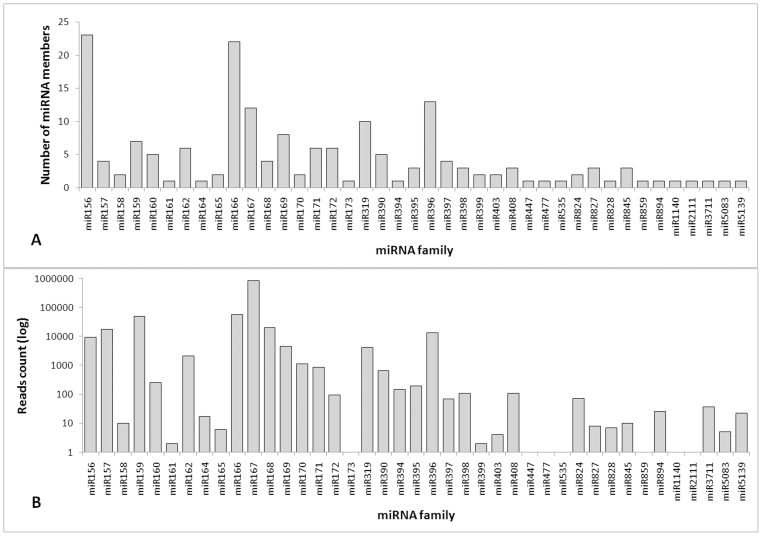
Known miRNA families identified in mature *J. curcas* seeds. (**A**) The total number of miRNA members (isomiRNAs) from each miRNA family. (**B**) The number of total read counts of each miRNA family.

In a study performed by Wang et al. [15], six conserved miRNAs were identified by the cloning approach from RNA libraries derived from theleaves and developing seeds of *J. curcas*. Two (Jcu_MIR166_3p and Jcu_MIR167_5p) of them were also identified in the present study, and three conserved miRNAs were identified only in the library from leaves. Moreover, the miRNA JcumiR004, which was identified as a novel plant miRNA, according to Wang et al. [15], was annotated in the present study as Jcu_MIR171_5p because the mature sequence showed a perfect match with the MIR171 from several species (Table S2, sequence UGAUUGAGCCGUGCCAAUAUC). Therefore, the discrepancies in identifying conserved miRNAs from the present study and the one performed by Wang et al. [15] correspond mostly to a difference in selected tissues and methods. 

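The sequence TGATTGAGCCGTGCCAATATC was read 1023 times in the sRNA library, which is 73.3 RPM. It was the most abundant of the 6 MIR171 sequences and held 72.4% of the 1413 reads of this family. Its reverse complement had 0 reads.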

During the cloning approach, there was a chance miRNAs with low expression level would not be detected. A more recent work by Vishwakarma and Jadeja [16] also focused on the identification of conserved miRNAs from *J. curcas* after transcript and partial genome sequence analysis. These authors were able to identify 24 predicted miRNAs belonging to five miRNA families (Jcu_MIR166, Jcu_MIR167, Jcu_MIR1096, Jcu_MIR5368 and Jcu_MIR5021). A lower number of miRNA families were identified by these authors relative to the present study, most likely because they used known plant miRNAs from Viridiplantae to search the conserved *J. curcas* miRNAs homologs in publicly available (and relatively small) EST and GSS databases compared to the database from the RNAseq generated in the present study.

To identify putative conserved pre-miRNA sequences, the sRNA library was matched against a set of *de novo* assembled contigs from three developmental stages of *J. curcas* seeds (L1–L2–L3 library). The candidate pre-miRNAs were predicted by exploring the secondary structure, the minimum folding free energy (MFE) and the minimum folding free energy index (MFEI). Candidate mRNA sequences with a stem-loop hairpin structure showing MFE values of 40–100 kcal/mol, MFEI values higher than 0.85 and more than 10 miRNA reads anchored in the same orientation in the 5p and/or 3p arm in a two block-like pattern were considered putative pre-miRNAs. The precursor identity was determined by BLAST searches against mature miRNAs in miRBase and the NCBI database. As a result, 41 known full-length plant pre-miRNA sequences were identified along with 18 miRNAs anchored in the 3p-arm and 19 miRNAs in the 5p-arm (Figure S2). The precursors had an average length of 154 bp, a CG content of 43.45%, an MFE of −53.13 and an MFEI of −0.86 (Table S3), which were similar to the pre-miRNA characteristics in other plant species [14], [35], [36]. 

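The pre-miRNA sequences are printed in the supplementary figures, and those of Table S3 that could be read there were rebuilt from the mRNA reads. A sequence was kept when its length equalled that of the table, its CG count differed by at most 1 base, and it differed from the printed text by at most 10% of its bases. This gave 19 pre-miRNAs out of the 42 of Table S3. Their mean length was 119 bp (SD 33.5, n = 19) and their mean CG content was 45.2% (SD 11.1). The MFE computed with RNAfold was −47.5 kcal/mol on average (SD 18.6), and the MFEI was −0.875 (SD 0.177). The MFEI was below −0.85 for 13 of the 19. These values describe the sequences that could be recovered, not all of Table S3.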

Twenty conserved pre-miRNAs did not generate a hairpin structure according to MFOLD (http://mfold.bioinfo.rpi.edu/cgi-bin/rnaform1.cgi).

At the present, there is no miRNA sequence for *J. curcas* available in miRNA databases, and there is only one recently published report regarding the identification of miRNAs through the cloning of sRNA sequences, which did not provide the precursor sequence [15]. In this context, the use of deep sequencing technologies represents a powerful large scale approach for the reliable identification of miRNAs in *J. curcas* [14], [32], [33], [38], [39]. In the present study, the deep sequencing of an sRNA library from *J. curcas* mature seeds and three mRNAseq libraries from three stages of seed development allowed for the identification of conserved and species-specific miRNAs and pre-miRNAs.

### Identification of Novel miRNAs and Pre-miRNAs

In addition to conserved miRNAs, 16 sequences with characteristic hairpin-like structures were BLASTed against miRBase and NCBI databases, and no homologies with previously known plant miRNAs were found; these sequences characterize novel pre-miRNAs in plants. The identified pre-miRNAs had an average length of 162 bp and average MFE, MFEI and % CG content of −58.98, −0.96 and 41.50, respectively (Figure S3 and Table S4). 

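Of the 16 pre-miRNAs of Table S4, 10 were recovered from the mRNA reads in the same way. They had a mean length of 148 bp (SD 38.9, n = 10), a mean CG content of 37.8% (SD 6.10), a mean MFE of −57.2 kcal/mol (SD 10.3) and a mean MFEI of −1.07 (SD 0.177). For 8 of the 10 the MFEI was below −0.85. The pre-miRNAs of Jcu_nMIR003 and Jcu_nMIR016 overlap for most of their length, and Jcu_nMIR015 holds the whole sequence of Jcu_MIR482.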

Ten miRNAs were anchored in the 3p-arm and 15 miRNAs in the 5p-arm of these pre-miRNAs. 

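The sequence TTCATTCCTCTTCCTAAAATGG of Jcu_nMIR001 was read 11899 times (95% counting interval 11686 to 12115), which is 853 RPM. When the most abundant sequence of each family of Tables S2 and S5 was ranked, it took place 6, after MIR167, MIR166, MIR159, MIR168 and MIR157. MIR156 came next with 11810 reads for its most abundant sequence, which lies within that interval. Ranking the families by the sum of their sequences put Jcu_nMIR001 in place 7, with 16637 reads, and ranking all listed sequences one by one put it in place 8. Among all unique tags it took place 45.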

The most abundant novel miRNA yielded 11,899 reads (Jcu_nMIR001), and it is the sixth most abundant miRNA in *J. curcas*, suggesting an important role in this tissue. 

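The 290 entries of Table S5 hold 279 different sequences, and each was found in the sRNA library. By length, 81 of them (29.0%) were 21 nt, 48 (17.2%) were 20 nt and 39 (14.0%) were 22 nt. The most abundant sequence of a family was 21 nt in 8 of 16 families, 22 nt in 5, 20 nt in 2 and 24 nt in 1. By reads, 22 nt made up 56.1% and 21 nt 37.5%. Among the sequences of Table S2 with reads, 113 (67.3%) were 21 nt, while 73.5% of the reads were 22 nt and 24.7% were 21 nt.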

The majority of novel miRNAs are 21 nt longer (Table S5), as was observed for conserved miRNAs. Interestingly, only one (JcumiR006) of the 46 novel miRNAs identified by Wang et al. [15] through cloning was identified in the present study (corresponding to JcuMIR0015_5p in the present study, sequence GGCAUGGGCGAUAUGGGCAAGA). This difference in the identified miRNAs is most likely a result of the chosen method, as explained earlier. Similarly, members of the Jcu_MIR166 and Jcu_MIR167 families demonstrated by Vishwakarma and Jadeja [16] were also identified in the present study. However, we were unable to identify six other members from the other families in our sRNA library, suggesting that these specific microRNAs may not be expressed or may not be detectable in mature seeds.

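The sequence GGCATGGGCGATATGGGCAAGA had 44 reads in the sRNA library, or 3.15 RPM. It was the third of the 21 sequences of Jcu_nMIR015 by number of reads and held 2.23% of the 1977 reads of this family. The most abundant one, TTACCCACACCCCCCATACCGA, had 1635 reads.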

### Identification of IsomiRNAs

It was previously shown that miRNA variants, which are known as isomiRNAs, are detectable by high-throughput sequencing [40]–[43]. They show additional nucleotides in the 5′or 3′ terminus compared to the canonical or most abundant mature miRNAs. IsomiRNAs are considered to be a consequence of inaccuracies in Dicer pre-miRNA processing. Length heterogeneity can also arise by the exonuclease ‘nibbling’ of the ends, which produces a shorter template product, or by the post-transcriptional addition of one or more bases [44]. In the present study, the alignment of the sRNA library with identified *J. curcas* pre-miRNAs allowed for the estimation of the number and abundance of each isomiRNA corresponding to conserved (Table S2 and Figure S2) and novel *J. curcas* miRNA families (Figure S3 and Table S5).

IsomiRNAs were produced from both known and novel predicted pre-miRNAs of *J. curcas*. It was possible to observe that miRNA families differ significantly from each other in the number and abundance of isomiRNAs, as was observed in other studies [14], [34], [36]. 

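All unique tags of 18 to 25 nt that match a recovered pre-miRNA exactly on its own strand were counted. Known pre-miRNAs had a median of 23 such tags (range 4 to 219, n = 19), and the new ones had a median of 10 (range 5 to 57, n = 10). The number of tags did not follow the number of reads alone: Jcu_MIR167a had 29 tags with 850119 reads, and Jcu_MIR156a had 49 tags with 39280 reads. The share of a pre-miRNA's reads that belonged to its most abundant tag went from 16.0% for Jcu_MIR2911 to 97.9% for Jcu_MIR166b.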

The known pre-miRNA Jcu_MIR168 and the novel pre-miRNA Jcu_nMIR001 produced more isomiRNAs than the other pre-miRNAs. 

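Jcu_MIR168 gave 68 unique tags with 21191 reads, and Jcu_nMIR001 gave 57 unique tags with 16637 reads. Among the 29 recovered pre-miRNAs these were places 2 and 3. Jcu_MIR2911 gave 219 tags, and Jcu_nMIR013 gave 56. Every matching tag was counted, and reads of non-coding RNAs, which the paper removed, were not taken out here. For Jcu_MIR2911, whose most abundant tag held 16.0% of its reads, the 219 may thus include fragments of such RNAs. With at least 10 reads per tag, 19 tags were left for Jcu_MIR168 and 21 for Jcu_nMIR001. With at least 0.1% of the pre-miRNA's reads, 12 and 14 tags were left, respectively. To compare the pre-miRNAs at the same depth, the number of tags expected among 1000 reads was computed for the 17 pre-miRNAs with at least that many. It was 94.0 for Jcu_MIR2911, 51.8 for Jcu_nMIR013, 21.5 for Jcu_nMIR001, 19.9 for Jcu_MIR156a and 19.5 for Jcu_MIR168.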

Unexpectedly, a variant of the novel Jcu_nMIR001 showed more than 10,000 reads because species-specific miRNAs usually present low levels of expression compared to the conserved miRNAs. 

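With tags whose 3′ end is up to 2 nt longer or shorter added, the most abundant Jcu_nMIR001 variant had 18910 reads. Of these, 6861 belong to the tag TTCATTCCTCTTCCTAAAATGGA, whose last base does not match the recovered pre-miRNA and which is not in Table S5. Without such additions, the most abundant variants of the other 15 families of Table S5 had between 16 reads (Jcu_nMIR012) and 4871 reads (Jcu_nMIR002).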

The predicted targets of Jcu_nMIR001 miRNA are ribosomal proteins, which could explain the high abundance of this miRNA. It is also interesting to note that in some conserved miRNA families, the most abundant miRNA was not the canonical miRNA described for other species. This wide variation suggests that the same miRNA family is involved in divergent functions and may be necessary at different levels, according to the species, timing, tissue and/or other situations, such as environmental conditions and stresses. It has been shown that isomiRNAs can be expressed in a cell-specific manner, and numerous recent studies suggest that at least some isomiRNAs may affect target selection, miRNA stability, or loading into the RNA-induced silencing complex (RISC) [44].

### Abundance of *J. curcas* Pre-miRNAs during Seed Development

Because pre-miRNAs are processed as mRNAs species, *in silico* approaches can be used as a reliable tool for estimating the abundance of pre-miRNAs. Although this analysis does not directly predict the abundance of mature miRNA or the isomiRNAs, the number of precursor sequences present in seed developmental stages can provide information about the overall variation of the miRNA set generated from each precursor. The abundance analysis revealed that the majority of pre-miRNAs were present at similar levels in all libraries, suggesting that they are necessary during all seed development processes (Tables S3 and S4). Nevertheless, the abundance of some pre-miRNAs varied from one library to another, suggesting that the miRNAs from these precursors may be associated with the mRNA silencing involved in specific seed stage process, such as growth or maturation. 

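For each of the 29 recovered pre-miRNAs, the reads of L1, L2 and L3 that lie wholly inside its sequence without a mismatch were counted. No such read was found in any library for 5 pre-miRNAs, 15 had 1 to 9 reads over the 3 libraries, and 9 had at least 10. The split of these reads between a pair of libraries was compared with the split of all their reads by an exact binomial test, two-sided, and a p of at most 0.001 was called a difference. At this threshold 24 of the 29 pre-miRNAs differed between no pair of libraries and 5 differed between at least 1 pair. Among the 24 are 9 pre-miRNAs that are no longer than the reads of L1 and L2, so that no read of these libraries can lie inside them and their levels could not be compared. When reads that overlap the pre-miRNA by at least 50 nt were counted, 13 differed between no pair and 16 between at least 1. In counts simulated at the totals of the pre-miRNAs with reads, 8-fold increases in L2 were added. The test found 51.5% of these between L2 and L1, and 38.5% between L2 and L3. Changes of this size were thus often not detectable. Decreases, which leave fewer reads, and pre-miRNAs without reads were not simulated, so changes may be missed more often than this. From the like levels in most cases, the paper proposes that most pre-miRNAs are needed throughout seed development.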

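Counting the reads inside the pre-miRNAs, 3 differed between L2 and L1, 3 between L2 and L3 and 3 between L1 and L3. Counting overlaps of at least 50 nt moved these numbers most, to 9, 12 and 10. With the exact test of edgeR and an assumed biological coefficient of variation of 0.4, 2 differed between L2 and L1 and none between the other pairs. In the simulated counts this edgeR test found 14% of the 8-fold changes between L2 and L1, and 4.5% between L2 and L3. It thus missed most changes of this size. Jcu_MIR168 had 12 reads in L1, 14 in L2 and 42 in L3. Relative to the library totals, its level in L3 was 9.11-fold that in L1 (exact binomial test, p = 3.3e-14) and 6.32-fold that in L2 (exact binomial test, p = 6.4e-11). Jcu_nMIR015 had 11 reads in L1, 8 in L2 and 16 in L3, and its level in L3 was 3.78-fold that in L1 (exact binomial test, p = 0.00075) and 4.21-fold that in L2 (exact binomial test, p = 0.00065). By unique tags in place of reads, both differences of Jcu_MIR168 stayed past the threshold, and those of Jcu_nMIR015 did not (exact binomial test, p = 0.00281 and 0.00306). By the Audic–Claverie test, 4, 2 and 2 pre-miRNAs differed between these pairs of libraries, and Jcu_nMIR015 was not among them. Scaling the libraries by TMM over their 31-mers in place of library totals moves every log2 ratio by 0.12 for L2 over L1 and by −0.12 for L1 over L3, and by DESeq2 by 0.12 and −0.15.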

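Inside the pre-miRNA of Jcu_MIR390, 1 read was found in L3 and none in L1 or L2. Reads that overlap it by at least 50 nt numbered 9 in L3 and 0 in L1 and L2. Against 3 counts, the limit of a count of 0, this is at least 6.32-fold higher in L3 relative to the library totals than in L2 (exact binomial test, p = 3.7e-05) and at least 7.81-fold higher than in L1 (exact binomial test, p = 9.8e-06). For Jcu_MIR169a, 4 reads were found in L2, 3 in L3 and 0 in L1, and no pair of libraries differed. Overlapping reads of Jcu_MIR169a numbered 2 in L1, 10 in L2 and 10 in L3, and L1 and L3 differed (exact binomial test, p = 1e-04). Jcu_MIR167a had 15 reads in L1, 63 in L2 and 52 in L3. Relative to the library totals, it was 5.19-fold higher in L2 than in L1 (exact binomial test, p = 1.1e-10) and 9.02-fold higher in L3 than in L1 (exact binomial test, p = 3.4e-17). By unique tags in place of reads, 10 in L1, 21 in L2 and 20 in L3, the first difference did not reach the threshold (exact binomial test, p = 0.0112) and the second did (exact binomial test, p = 1.0e-05). Few different reads can lie inside a sequence of 114 bp, which limits the number of unique tags. Unique tags thus do not decide whether the first difference holds. Jcu_MIR167b had 0, 1 and 2 reads in L1, L2 and L3, too few to detect a difference. The letters used here are those of Table S3, which do not match the letters of the text: in the table, Jcu_MIR167c is the one read only in L1, and Jcu_MIR167a and Jcu_MIR156a have more reads in L2 and L3 than in L1. The pre-miRNAs of Jcu_MIR156d, Jcu_MIR172, Jcu_MIR319 and Jcu_MIR845 were not analysed here, because their sequences are not in the printed text.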

Among the pre-miRNAs that were differentially represented, Jcu_MIR390 was only detected in L3 seeds; Jcu_MIR169a was only detected in L2 seeds; Jcu_MIR167a, Jcu_MIR172 and Jcu_MIR845 were only detected in L1 seeds (Table S3); Jcu_MIR156d, Jcu_MIR167b and Jcu_MIR319 were better represented in the L2 and L3 libraries; and Jcu_MIR390 was better represented in L3. 

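Jcu_nMIR001 had 8 reads inside its pre-miRNA in L1, 4 in L2 and 1 in L3, and no difference was detectable. By overlap of at least 50 nt it had 5.56 RPM in L1, 2.14 in L2 and 5.82 in L3. L2 was 2.60-fold lower than L1 (exact binomial test, p = 1.3e-14) and 2.72-fold lower than L3 (exact binomial test, p = 7.6e-11), while L1 and L3 did not differ (exact binomial test, p = 0.716). Counting unique tags by overlap in place of reads, 76 in L1, 34 in L2 and 39 in L3, L2 and L1 did not differ at the threshold (exact binomial test, p = 0.00384), and L2 and L3 did (exact binomial test, p = 0.00022). Jcu_nMIR003 had 0, 28 and 2 reads inside its pre-miRNA in L1, L2 and L3, at least 11.5-fold more in L2 relative to the library totals than in L1 (exact binomial test, p = 1.6e-10). The difference between L2 and L3 did not reach the threshold (exact binomial test, p = 0.00143). Jcu_nMIR016 had 0, 58 and 3 reads, at least 23.9-fold more in L2 relative to the library totals than in L1 (exact binomial test, p = 5.4e-21) and 9.18-fold more than in L3 (exact binomial test, p = 3.1e-07). By unique tags inside the pre-miRNA, 0, 10 and 2, L2 and L3 did not differ for Jcu_nMIR016 (exact binomial test, p = 0.359), nor did they by the exact test of edgeR (p = 0.00659). By unique tags L2 and L1 still differed for Jcu_nMIR016 (exact binomial test, p = 0.00032) but no longer for Jcu_nMIR003, with 7 and 0 (exact binomial test, p = 0.00358). Few different reads fit inside 106 bp (Jcu_nMIR003) or 110 bp (Jcu_nMIR016), so unique tags inside them do not settle these differences. Both pre-miRNAs share 944 of their overlapping reads, 99.8% of those of Jcu_nMIR003, so their counts are not separate measurements. Jcu_nMIR007 had no read inside its pre-miRNA, which at 93 bp is shorter than the reads. Overlapping reads of Jcu_nMIR007 were 4.47-fold higher in L2 than in L1 (exact binomial test, p = 2.1e-11), and L2 and L3 did not differ at the threshold (exact binomial test, p = 0.0162).

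**Figure D2:**
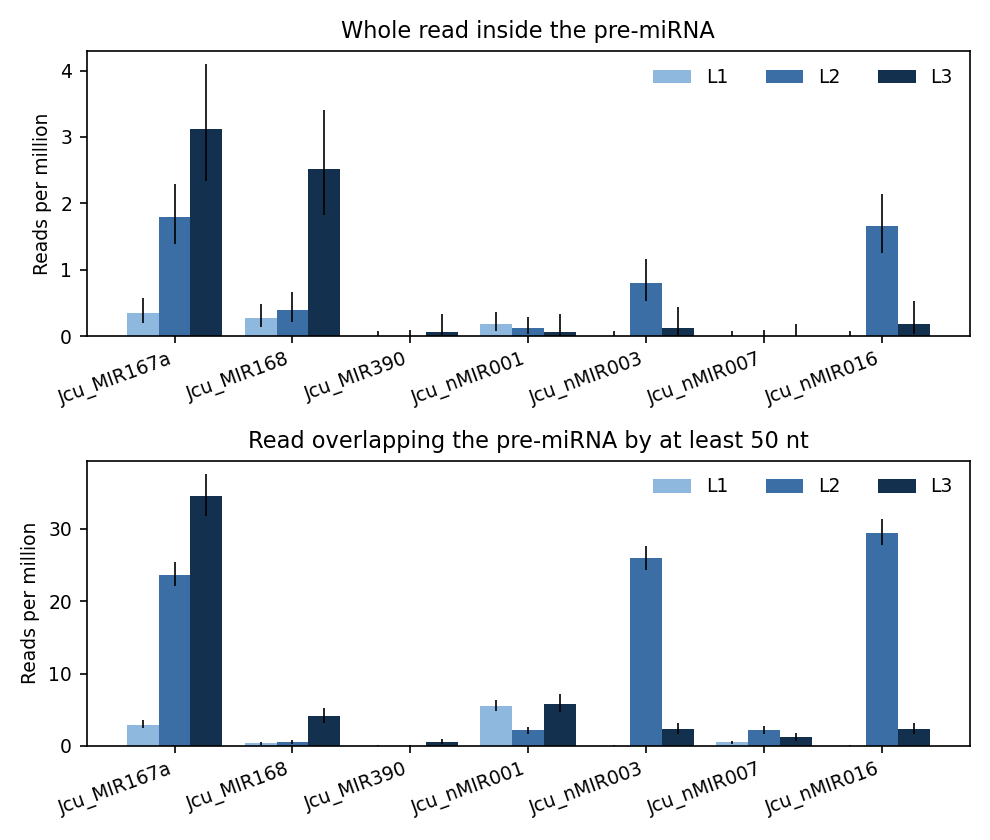
RPM on the vertical axis for 7 pre-miRNAs in L1 (light), L2 (medium) and L3 (dark), with reads wholly inside the pre-miRNA in the upper panel and reads that overlap it by at least 50 nt in the lower panel. Bars start at 0, and lines are 95% Poisson intervals of the count, or reach up to 3 counts where no read was found. In the lower panel Jcu_nMIR003 stands at 0 in L1, 25.9 in L2 and 2.28 in L3.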

Among the novel *J. curcas* miRNAs, Jcu_nMIR001 was better represented at the beginning of seed development, and Jcu_nMIR003, Jcu_nMIR007 and Jcu_nMIR016 were more represented in the intermediate seed stage (Table S4). It is also important to note that some novel pre-miRNAs were highly abundant, such as Jcu_nMIR001, which was the most expressed precursor during immature and mature seed stages, and Jcu_nMIR003, which was the most expressed in the intermediate stage, indicating that they play an important role in this plant. 

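By reads inside the pre-miRNA, Jcu_MIR167a had the highest count of the 29 recovered pre-miRNAs in each library. Jcu_nMIR001 was in place 5 in L1, 8 in L2 and 12 in L3, and Jcu_nMIR003 was in place 3 in L2. By overlapping reads, Jcu_MIR2911 was the first in L1 with 4080 reads and in L2 with 4923 reads, while Jcu_MIR167a was the first in L3 with 576 reads. Jcu_nMIR001 was then in place 2 in L1 and in L3, with 241 and 97 reads, and Jcu_nMIR003 was in place 3 in L2 with 908 reads, behind Jcu_nMIR016 with 1033.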

In summary, the prediction of pre-miRNA abundance among libraries increased the understanding and implications of post-transcriptional regulation in *J. curcas* seeds.

### siRNA in *J. curcas* Seeds

In contrast to the biogenesis and action of miRNA, siRNAs are 24-nt long sequences produced by double-stranded RNAs that can act at the transcriptional level through DNA methylation and histone modification and at the post-transcriptional level through the regulation of gene expression [45]. Several siRNAs have been recognized to play important roles in plant stress tolerance [46], [47]. Because of the large abundance of 24-nt sequences in the *J. curcas* sRNA library, we investigated the presence of siRNAs. 

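The contigs were not used here. Instead, each tag of the sRNA library was searched, on both strands and without mismatch, in the reads of L1, L2 and L3. Of the 24-nt reads, 18.0% (95% interval 18.01 to 18.07%) had a sequence that lies in an mRNA read, against 74.8% of the 21-nt reads and 79.2% of the 22-nt reads. The 22-nt share includes the most abundant MIR167 sequence, with 829649 reads. By unique tags the share was 11.6% for 24 nt and 38.1% for 21 nt. Limiting the search to tags with at least 10 reads moved the 24-nt share most, to 43.6%, and the 21-nt share to 83.8%. In L1, L2 and L3 alone, 10.0%, 12.0% and 13.5% of the 24-nt reads were found. Of the 24-nt reads taken backwards, 0.00434% had a match.

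**Figure D3:**
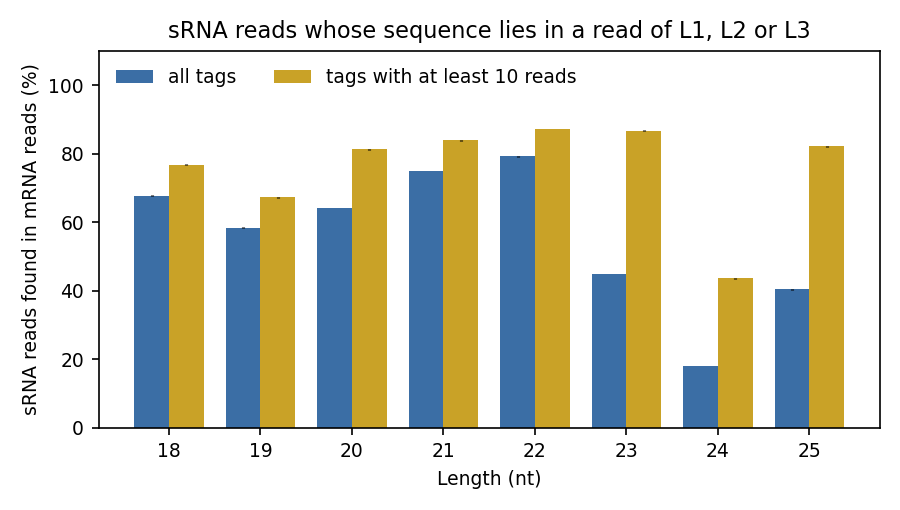
Length of the sRNA in nt on the horizontal axis and, on the vertical axis, the percent of sRNA reads whose sequence lies in a read of L1, L2 or L3, for all tags (blue) and for tags with at least 10 reads (yellow). Bars start at 0 and carry exact 95% intervals, most of them too narrow to see. The 24-nt bars are the lowest in both sets, at 18.0% and 43.6%.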

The sRNAs that were 24 nt were matched against contigs assembled from L1–L2–L3 libraries. Putative contigs with typical sRNA distribution patterns along the matching sequences were further subjected to annotation (see methods). As a result, 42 siRNA precursors were identified and annotated (Table S6). This analysis indicates that siRNAs play a role in nuclear functions and in transport, catalytic processes and disease resistance. As expected, transposons and retroelements were relatively abundant among siRNA precursors, supporting their mechanism of action in guide chromatin-based events and resulting in transcriptional silencing [48]. It was reported that siRNA precursors can also be formed by cellular RNA-dependent RNA polymerase activity (RdRp) [49]. In fact, most *J. curcas* siRNA precursors were annotated as RdRps. Out of these precursors, the majority are associated with nuclear functions and play roles in transport, catalytic processes and disease resistance.

### Prediction of *J. curcas* miRNA Targets

Because the roles of miRNAs during plant development and in species-specific adaptation processes are executed through the cleavage or translation repression of target genes [6], miRNA target prediction is critical for gaining insight into the regulatory functions of miRNAs. In this study, the putative target genes of *J. curcas* miRNAs were predicted by using the web-based computer server psRNATarget, based on perfect or near perfect complementarity between miRNAs and their targets. The most abundant mature miRNAs from each family (isomiRNAs were not considered) were aligned with a set of unigenes generated from assembled *J. curcas* contigs from all seed development mRNA-seq libraries (L1–L2–L3). A total of 57 sequences were predicted as potential targets of 28 known plant miRNAs and 12 novel miRNAs, with an average of 1.8 targets per miRNA (Table S7).

All of the identified targets were analyzed by using BLASTX against protein databases, followed by a GO analysis to evaluate their putative functions. According to the categorized GO annotation, 109 genes are involved in cellular components, with the majority of conserved and novel miRNA targets localized in intracellular membrane-bounded organelles. In the molecular functions category, 107 genes participate in catalytic or signaling transduction activities and binding activities with proteins and nucleic acids (Figure 3). With respect to biological processes, 216 genes primarily participate in stimulus responses and different cellular and metabolic processes, suggesting that the novel and conserved *J. curcas* miRNAs are involved in a broad range of physiological functions. These functions include participation in plant growth and development (pentatricopeptide repeat-containing protein, auxin response factor 10, seed maturation protein, etc.), lipid metabolism (phosphatidylserine decarboxylase and glycerophosphoryl diester), nutrient/cellular transport (amino acid transporter, high affinity nitrate transporter, metal transporter nramp6-like, etc.), and, primarily, in defense (tir-nbs-lrr resistance protein, cc-nbs-lrr resistance protein, cytosolic class I small heat shock protein partial, proline synthetase associated, dehydration responsive element binding proteins, etc.) (Table S7). The miRNAs targets were differentially represented during seed development, suggesting that they are regulated according to seed needs. For example, caffeoyl-o-methyltransferase and seed maturation protein are the most represented targets at the end of seed development, and subtilisin-like protease-like and auxin response factor 10 are better represented at the beginning of seed development than the other targets.

**Figure 3:**
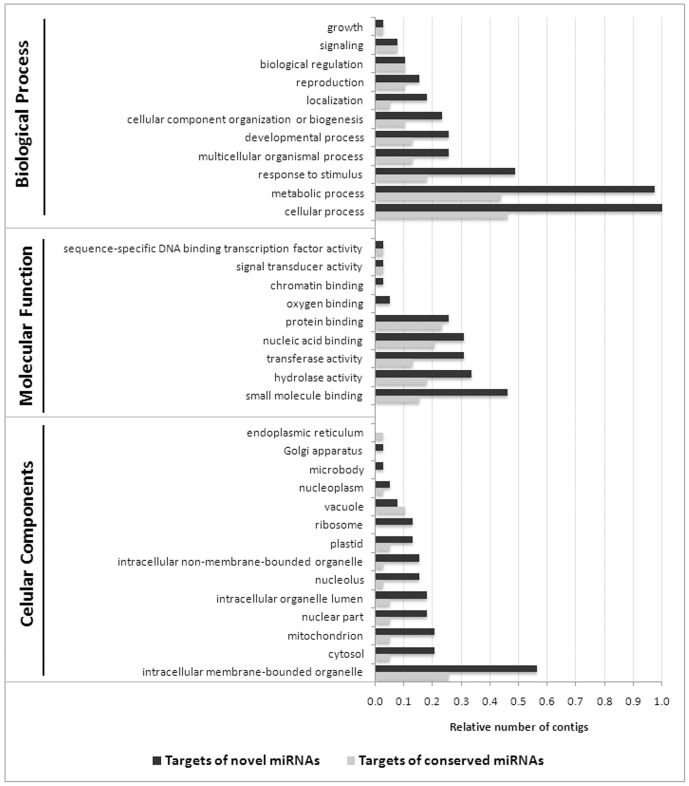
Targets of the miRNAs identified in mature seeds of *J. curcas*. The percentage (%) of contigs for each Gene Ontology (GO) term is relative to the total number of contigs from each gene category.

The auxin response factor (ARF) is a plant-specific family of DNA binding proteins involved in hormone signal transduction [50], [51]. The ARF gene and the F-box family proteins, also previously described in relation to auxin signaling [52], were predicted targets of conserved *J. curcas* miRNAs and were highly abundant in immature seeds. These genes, as well as some other predicted targets, such as proteins associated with nucleotide synthesis, ribosomal proteins, metal transporters and membrane proteins, may play a role in seed growth and formation. Another important gene targeted by Jcu_MIR156, Jcu_MIR168, Jcu_MIR403, Jcu_MIR472 and the novel Jcu_nMIR005 and Jcu_nMIR009 is the pentatricopeptide repeat gene (PPR), which participates in the regulation of gene expression and was present at considerable levels in all seed developmental stages, especially immature *J. curcas* seeds (Table S7). PPR belongs to a large gene family implicated in post-transcriptional processes, such as splicing, editing, processing and translation, in specific organelles, such as mitochondria and chloroplasts [53].

Several predicted targets of *J. curcas* miRNAs are involved in abiotic stresses, including genes associated with proline and phenylpropanoid synthesis, hormones and responses to dehydration and high temperatures. The dehydration-responsive element/C-repeat (DRE/CRT) was predicted as the target of Jcu_MIR156 and Jcu_MIR168. DRE/CRT has been identified as a cis-acting element involved in one of the ABA independent regulatory systems of abiotic stress response. In Arabidopsis, MIR156 and MIR168 were described as dehydration stress-responsive miRNAs [54]. An analysis of *J. curcas* DREB gene expression was performed by Tang et al. [55], and the expression was induced by cold, salt and drought stresses. Although only a few reads corresponding to this gene were detected in the present study, it could be interesting to investigate the role of miRNAs in the regulation of DREB expression in other tissues and during abiotic stresses, especially in *J. curcas* plants that are well-known for their tolerance to drought stress [56].

In addition to abiotic stress, miRNAs from *J. curcas* seeds may also participate in biotic stresses. The recognition of an invading microbial pathogen is often followed by the synthesis of specific plant disease resistance proteins (R) [57] that possess activities that can lead to plant cell death through the familiar hypersensitive response (HR), a characteristic feature of many plant defense mechanisms [58]. Genes encoding R proteins (cc-nbs-lrr resistance protein, disease resistance rpp13-like protein 1-like and tir-nbs-lrr resistance protein) and an HR protein were the predicted targets of Jcu_MIR159 and Jcu_MIR472 and were highly abundant at the end of seed development (Table S7), most likely as a mechanism to protect the mature seed against pathogens, thereby preventing unsuccessfully germination.

### Prediction of *J. curcas* miRNA Targets Involved in Lipid Metabolism

*Jatropha* has emerged as a promising biodiesel crop, but increasing the oil content and improving the oil quality are still challenging [2]–[4]. To investigate the involvement of isomiRNAs in regulating the lipid metabolism of *J. curcas*, the putative target genes of isomiRNAs with more than 10 reads were searched. This approach allowed for the identification of 12 miRNA targets related to lipid metabolic pathways (Table S8). This is the first report of miRNA associations with genes from the lipid metabolism in *J. curcas*. When estimating the sequence abundance of the target contigs, only hydroxysteroid 11-beta-dehydrogenase 1-like protein was better represented at the end of seed development, and phosphatidylserine decarboxylase, diphosphomevalonate decarboxylase, 1-phosphatidylinositol-bisphosphate, lipid binding, phosphatidylserine synthase 2 and cyclopropane-fatty-acyl-phospholipid synthase were more represented at the beginning of seed formation.

LPAT, or 1-acyl-sn-glycerol-3-phosphate acyltransferase, was the predicted target of Jcu_MIR001 and Jcu_MIR007 isomiRNA. This enzyme provides the key intermediate in membrane phospholipid and storage lipid biosynthesis in developing seeds [59]. Through the analysis of miRNA target abundance, it was possible to observe that LPAT was more represented in intermediate seeds. It was proposed that increasing the LPAT expression in seeds leads to a greater flux of intermediates through the Kennedy pathway and enhanced triacylglycerol accumulation [43]. Glycerophosphoryl diester (predicted target of Jcu_MIR001) and glycerol-3-phosphate dehydrogenase (predicted target of Jcu_MIR403) provide glycerol-3-phosphate for TAG assembly in the Kennedy pathway, and they were also more represented in intermediate seeds. These results confirm the general observation that storage lipid biosynthesis usually occurred at the middle-late stage during seed development [60] and suggest that the seed already reached maturity by the intermediate stage. Interestingly, a seed maturation protein target of Jcu_MIR472 was better represented in the intermediate stage, corroborating this finding. The same LPAT and GPDH expression pattern during seed development was observed by Xu et al. [61] and Guo et al. [43] by using real time PCR, which confirmed these results. In the study by Xu et al. [61], the authors verified that the gene encoding fatty acid desaturase exhibited low expression in all seed developmental stages, as was observed in the present study, suggesting that the transcript accumulation of this gene is not necessarily linked to triacylglycerol biosynthesis in developing *Jatropha* seeds.

## Conclusions

There is some uncertainty about the genetic contribution to divergent phenotypes and the response to growth conditions and stress in *Jatropha* genotypes because there are several reports indicating low genetic diversity among these plants. Epigenetic polymorphisms were suggested to be involved [62] but may not explain all of the observed the variation. The present study identified the *J. curcas* miRNAs that are involved in a wide range of physiological functions and therefore may also contribute to this phenotypic variation. The identification of a large set of miRNAs and their targets as well as siRNAs in *J. curcas* seeds contributes to the elucidation of complex miRNA-mediated regulatory systems, which control seed development and other physiological processes. Several *Jatropha* miRNAs were predicted to regulate genes associated with lipid metabolism; these miRNAs are promising candidates for improving the yield and quality of *J. curcas* seed oil. However, further studies are necessary to search for more novel miRNAs and to validate their target by expression analysis during seed development and also under specific environmental and physiological conditions.

## Supporting Information

Figure S1 **Flow chart of the methodology adopted to identify** ***J. curcas*** **miRNAs.**
(PDF) Click here for additional data file.

Figure S2 **Predicted secondary structures of known miRNA precursors in** ***J. curcas*** **.** Locations and expressions of small RNAs mapped onto these precursors are presented. Read sequences corresponding to miRNA candidates, which are located in the 5p and 3p arms and labeled in red and purple, respectively. Values on the left side of the miRNA sequences represent the miRNA length (Jn) and read counts (x n) in the mature seed library.
(PDF) Click here for additional data file.

Figure S3 **Predicted secondary structures of novel miRNA precursors in** ***J. curcas*** **.** The locations and the expression of small RNAs mapped onto these precursors are shown here. The sequences of miRNA candidates located in the 5p and 3p arms are labeled in red and purple, respectively. Values on the left side of the miRNA sequence represent miRNA length (Jn) and read counts (x n) in the mature seed library.
(PDF) Click here for additional data file.

Table S1 Abundance of small RNAs from each size according to the number of reads.

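Table S1 sorts the unique tags of the sRNA library by size and by how often each was read. In the deposited list without undetermined bases, 47 tags had 5001 to 10000 reads, 4499 had 101 to 5000, 5572 had 51 to 100, 61610 had 11 to 50 and 1018596 had 2 to 10. Of the 24-nt tags, 760179 fell in the class of 2 to 10 reads.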

(XLSX) Click here for additional data file.

Table S2 Known miRNAs identified in the *J. curcas* sRNA library. This identification was performed by selecting perfect homologies to plant-conserved miRNAs, as deposited in the miRBase database (release 19, August 2012).
(XLSX) Click here for additional data file.

Table S3 Putative known miRNA precursors in *J. curcas* and their abundance during seed development.

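For each pre-miRNA, Table S3 gives the length, the CG content, the MFE, the MFEI and the reads of each mRNA library. The MFE is the folding energy in kcal/mol of the most stable structure predicted for the sequence. The MFEI is the MFE for 100 nt of sequence divided by the percentage of CG, so that pre-miRNAs of different length and composition can be compared. Of the 42 entries, the sequence of 21 is printed in the supplementary figures. Over the 29 pre-miRNAs recovered from Tables S3 and S4, the median number of reads of the 3 libraries was 3 inside a pre-miRNA and 23 by overlap of at least 50 nt.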

(XLSX) Click here for additional data file.

Table S4 Putative new *J. curcas* miRNA precursors and their abundance during seed development.
(XLSX) Click here for additional data file.

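Table S5 lists tags that were assigned to the pre-miRNAs of Table S4, with their number of reads in the sRNA library. It does not hold all tags that match the recovered pre-miRNAs: for Jcu_nMIR013 it has 51 sequences, and 56 tags match. By family, the reads ranged from 37 for Jcu_nMIR005 and Jcu_nMIR012 to 16637 for Jcu_nMIR001. Jcu_nMIR003 and Jcu_nMIR016 each have 10 sequences with 774 reads.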

Table S5 Novel miRNAs identified in the sRNA library of *J. curcas*.
(XLSX) Click here for additional data file.

Table S6 Putative precursors of siRNA in *J. curcas*.
(XLSX) Click here for additional data file.

Table S7 Predicted targets of known and new miRNAs in mature *J. curcas* seeds. The abundance of these targets during seed development is shown here.
(XLSX) Click here for additional data file.

Table S8 Predicted targets of known and new isomiRNAs related to the lipid metabolism of *J. curcas*. The abundance of targets during seed development is shown here.
(XLSX) Click here for additional data file.

# Supplementary material for: Identifying MicroRNAs and Transcript Targets in Jatropha Seeds
**Source:** PLoS One. 2014 Feb 13;9(2):e83727. doi: 10.1371/journal.pone.0083727

**Figure S2. Predicted secondary structures of known miRNA precursors in *J. curcas*.** Locations and expressions of small RNAs mapped onto these precursors are presented. Read sequences corresponding to miRNA candidates, which are located in the 5p and 3p arms and labeled in red and purple, respectively. Values on the left side of the miRNA sequences represent the miRNA length (Jn) and read counts (x n) in the mature seed library

## Jcu MIR157

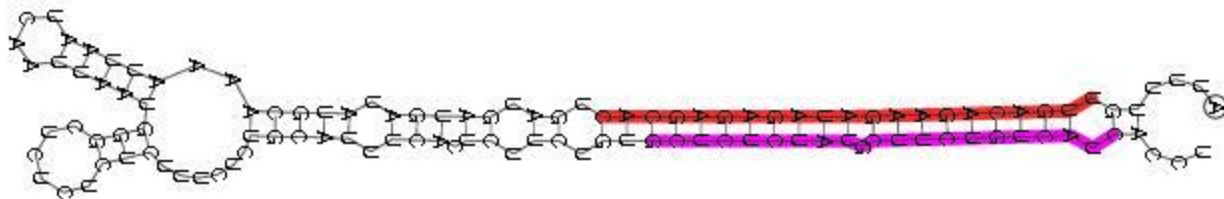

Jcu MIR156a

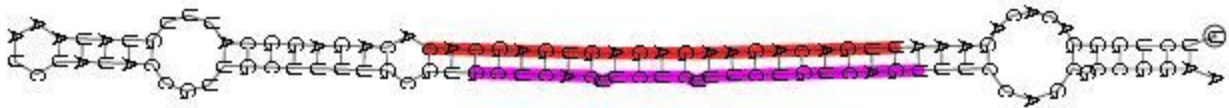

Jcu MIR156b

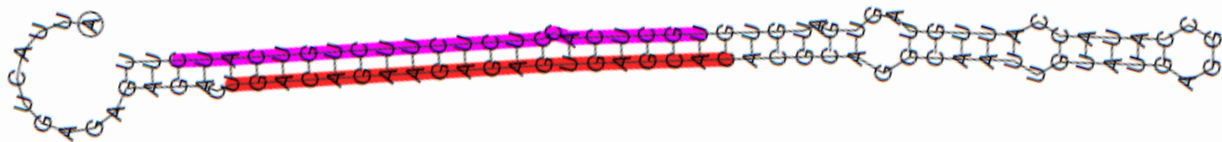

Jcu MIR156c

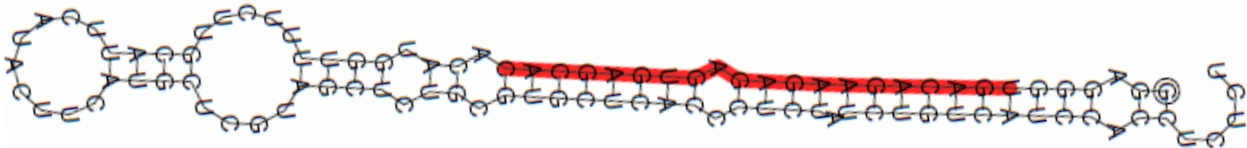

Jcu MIR159

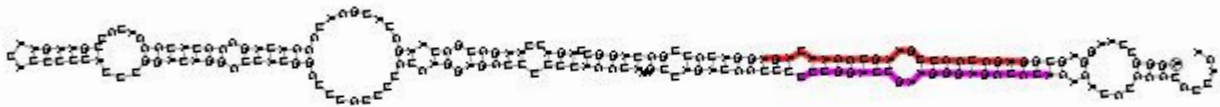

Jcu MIR1463

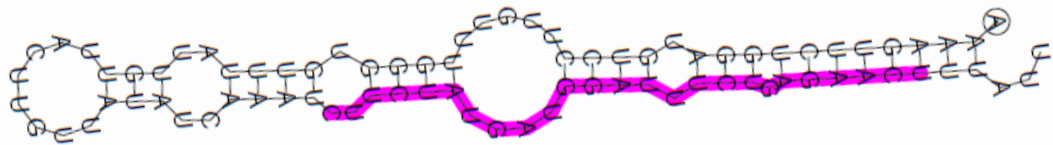

Jcu MIR166a

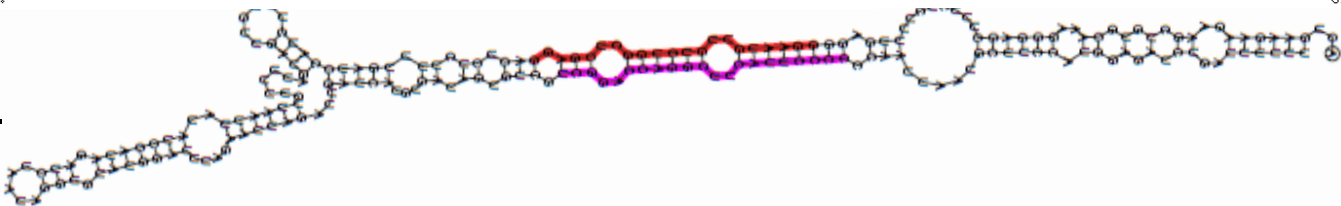

Jcu MIR166b

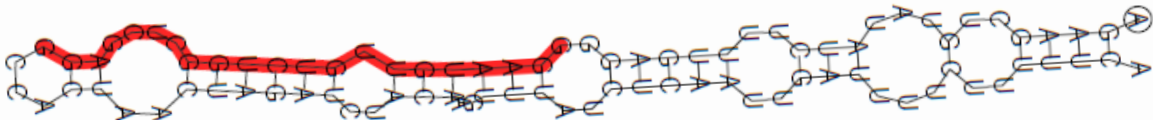

Jcu MIR167a

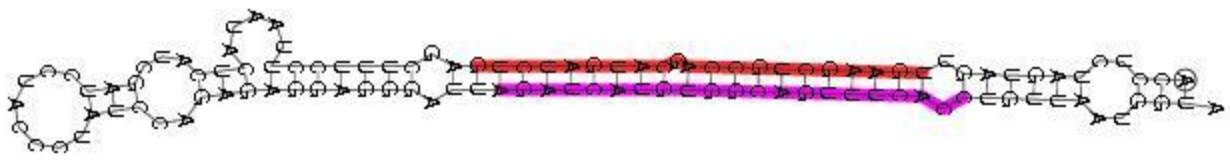

# Jcu MIR167b

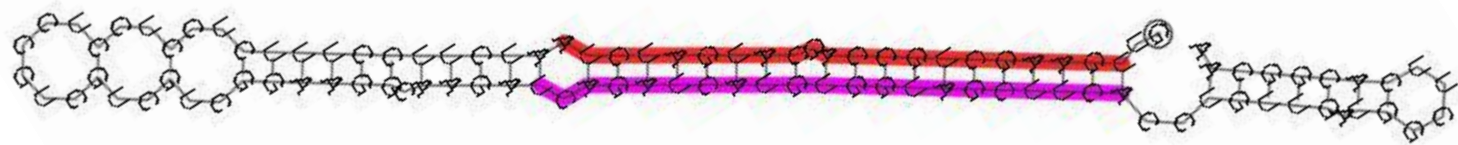

# Jcu MIR168

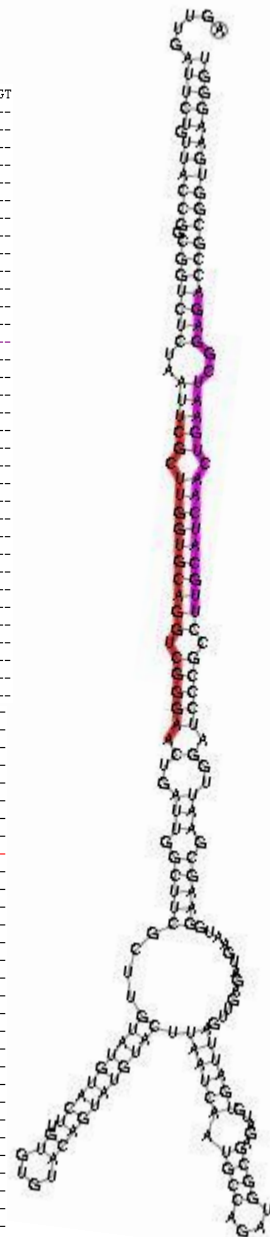

Jcu MIR169a

Jcu MIR390

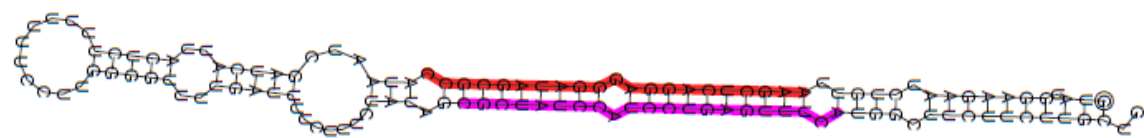

Jcu MIR320

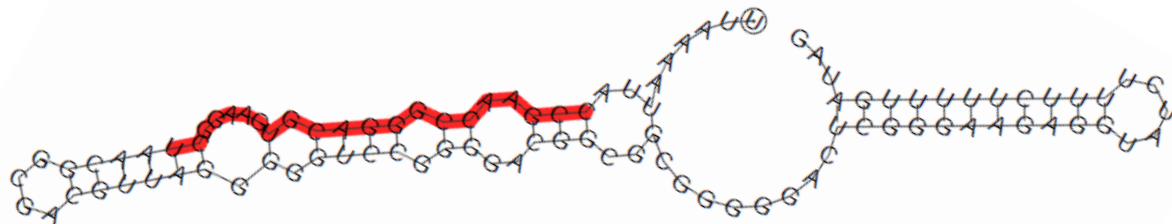

Jcu MIR403a

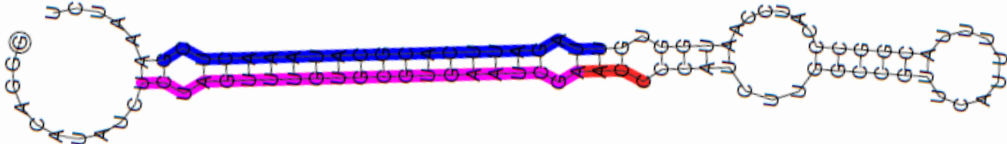

Jcu MIR403b

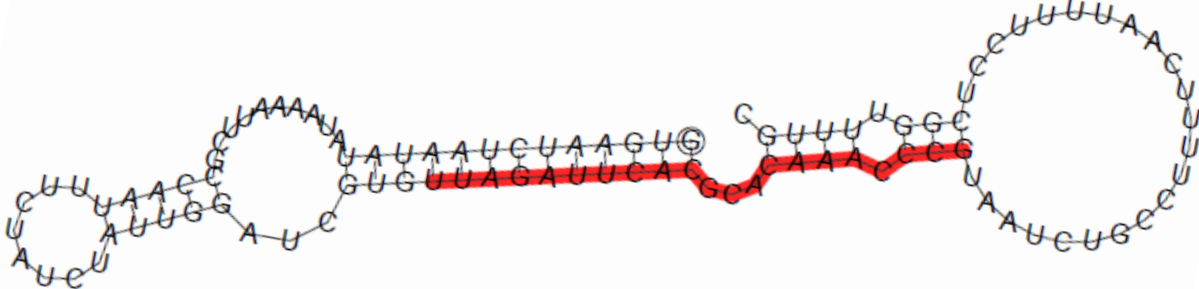

# Jcu MIR472

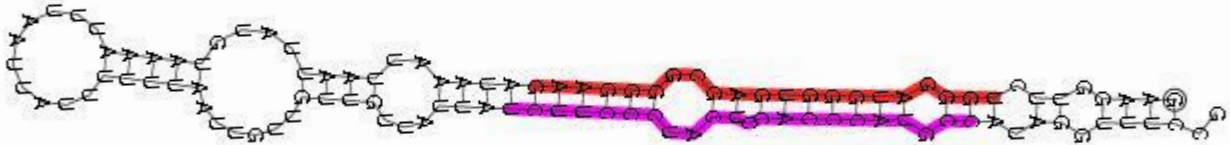

Jcu MIR482

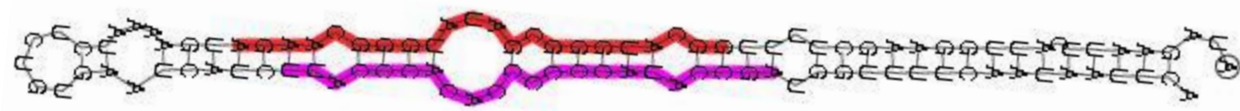

# Jcu MIR535a

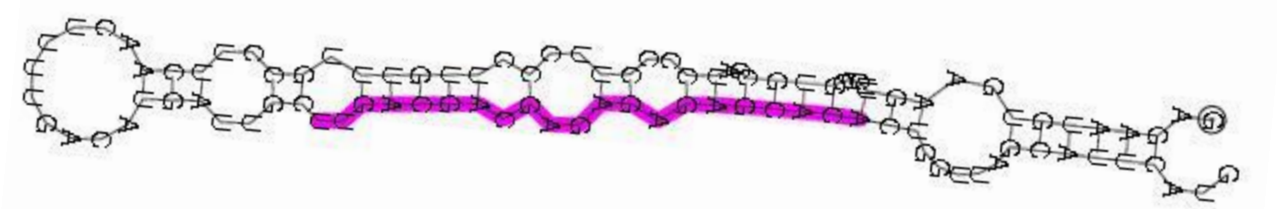

# Jcu MIR2022

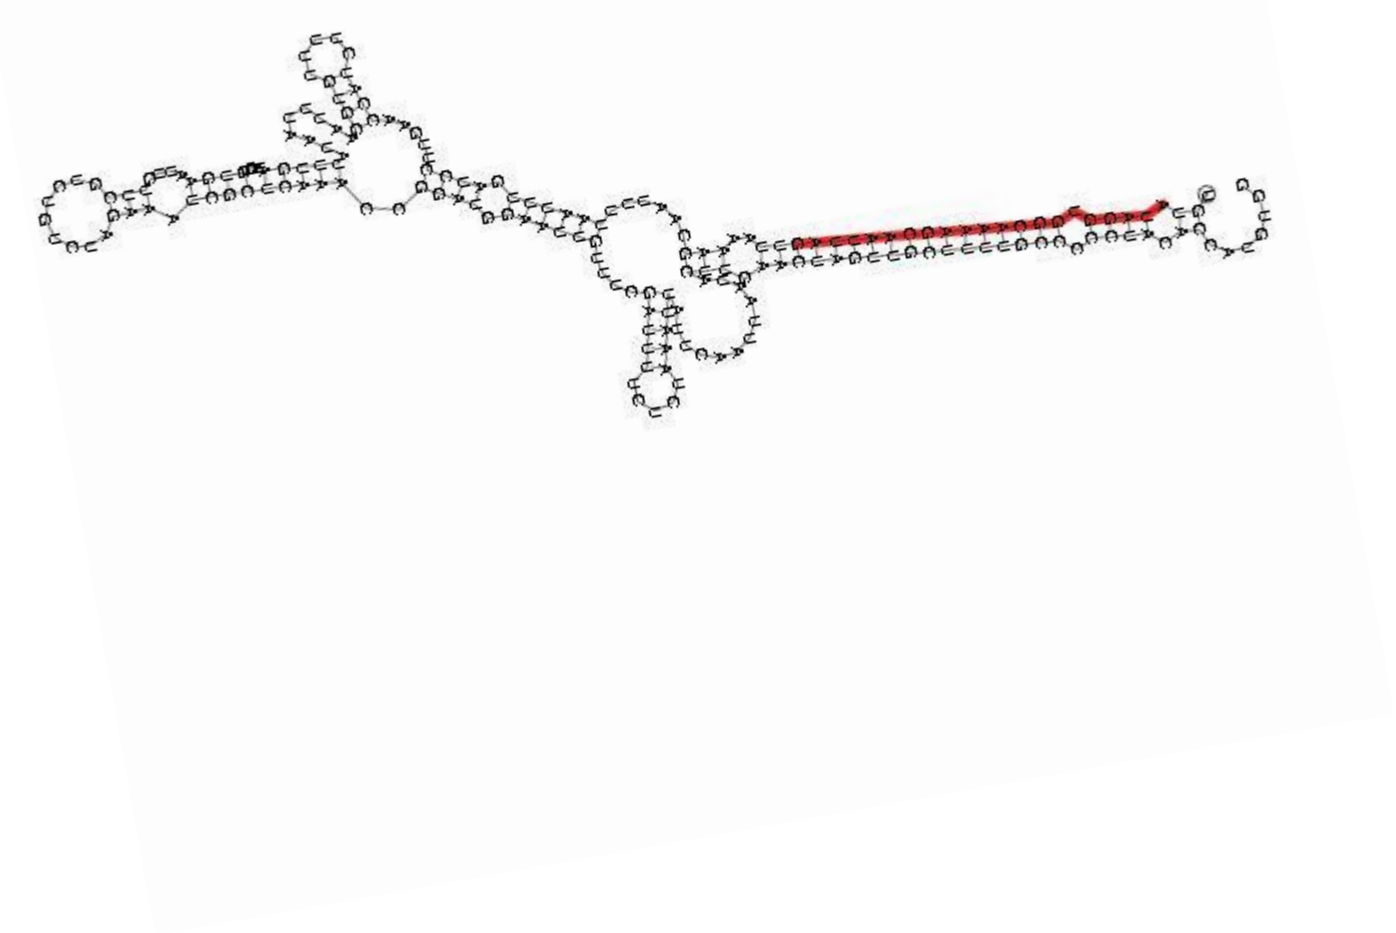

Jcu MIR2911

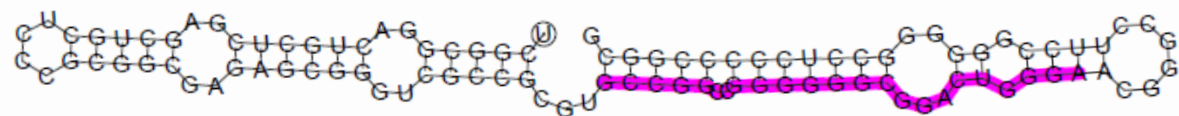

Jcu MIR2911

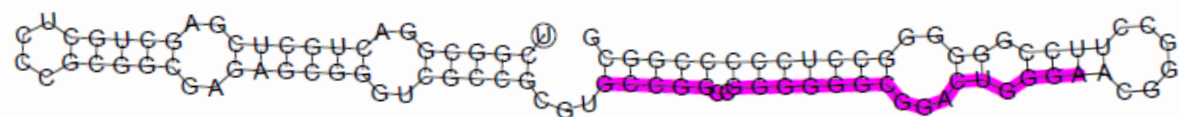

**Supplement:** Figure S2 — Predicted secondary structures of known miRNA precursors in J. curcas . Locations and expressions of small RNAs mapped onto these precursors are presented. Read sequences corresponding to miRNA candidates, which are located in the 5p and 3p arms and labeled in red and purple, respectively. Values on the left side of the miRNA sequences represent the miRNA length (Jn) and read counts (x n) in the mature seed library.

# Supplementary material for: Identifying MicroRNAs and Transcript Targets in Jatropha Seeds
**Source:** PLoS One. 2014 Feb 13;9(2):e83727. doi: 10.1371/journal.pone.0083727

**Figure S3. Predicted secondary structures of novel miRNA precursors in *J. curcas*.** The locations and the expression of small RNAs mapped onto these precursors are shown here. The sequences of miRNA candidates located in the 5p and 3p arms are labeled in red and purple, respectively. Values on the left side of the miRNA sequence represent miRNA length (Jn) and read counts (x n) in the mature seed library.

## Jcu\_nMIR001

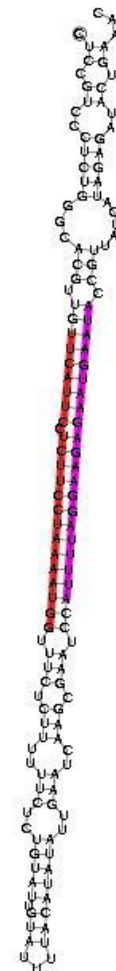

## Jcu nMIR002

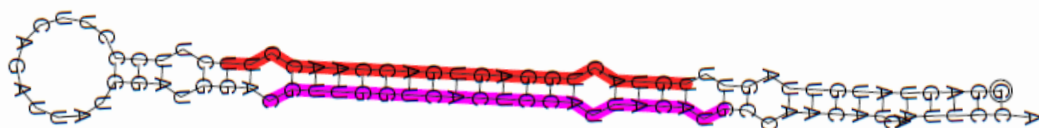

## Jcu nMIR003

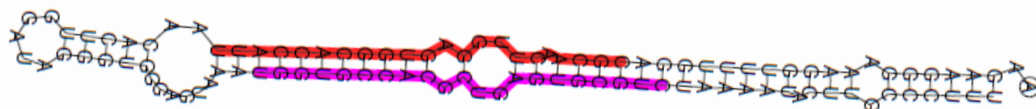

## Jcu nMIR004

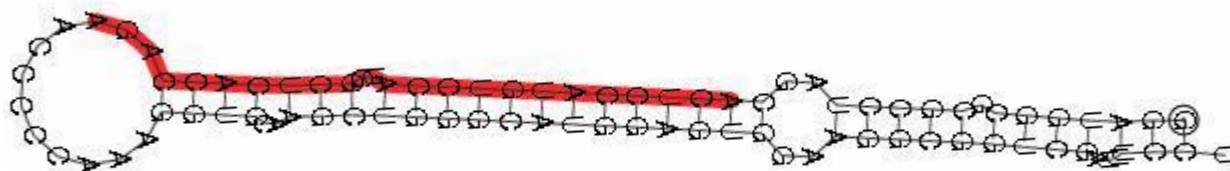

## Jcu nMIR005

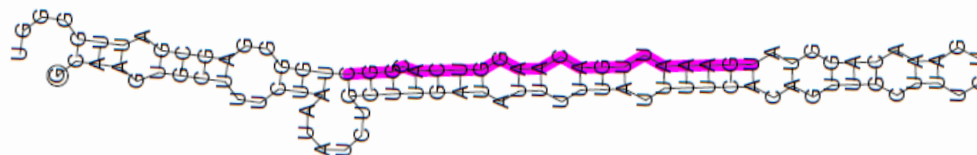

# Jcu nMIR006

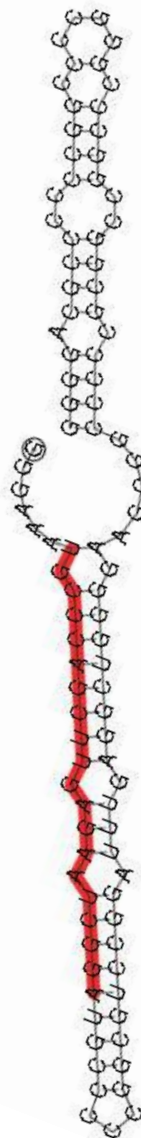

# Jcu nMIR007

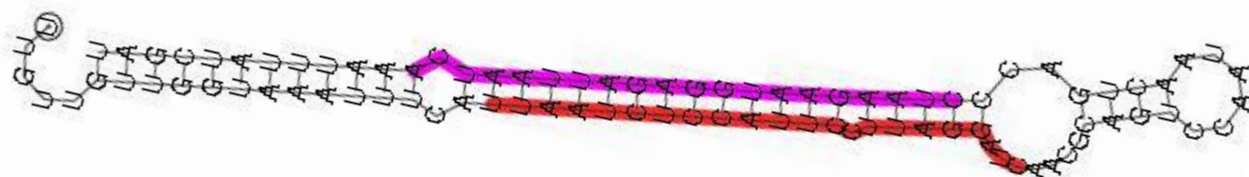

Jcu nMIR008

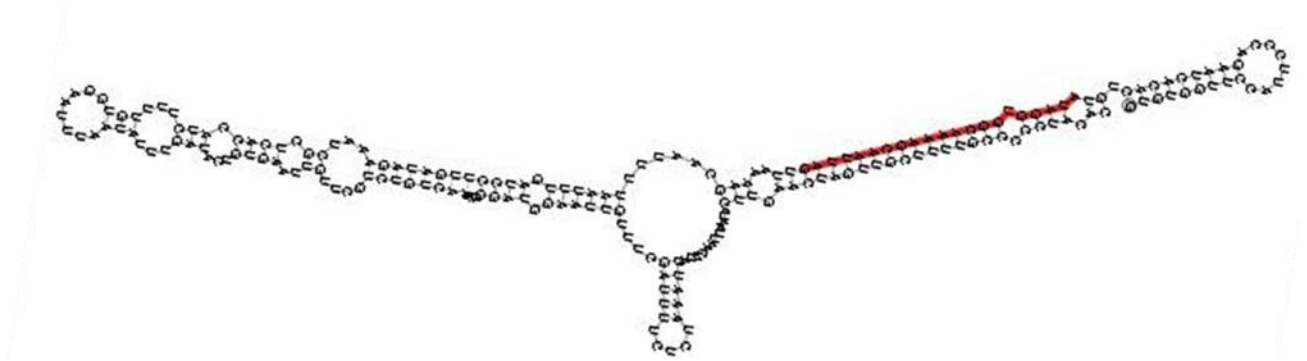

Jcu nMIR009

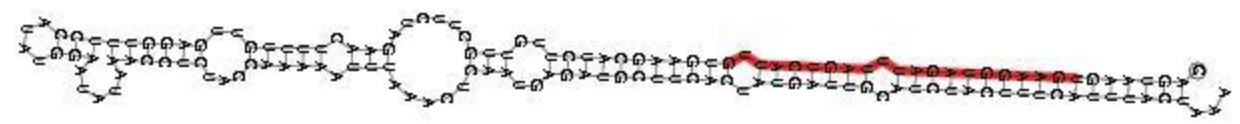

Jcu nMIR010

Jcu nMIR011

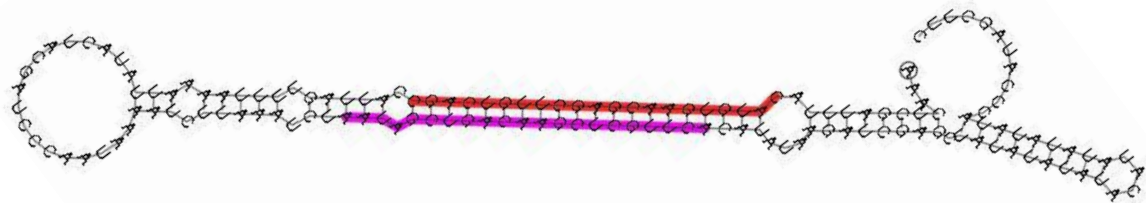

Jcu nMIR012

3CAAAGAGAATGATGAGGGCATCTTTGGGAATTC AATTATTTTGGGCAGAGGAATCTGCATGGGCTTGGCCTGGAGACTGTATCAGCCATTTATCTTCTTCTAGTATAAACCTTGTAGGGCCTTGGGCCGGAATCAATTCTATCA  
-----TTGGGCCGGAATCAATTCTATC-----  
-----GGGCCTTGGGCCGGAATCAATT-----  
-----GGCCTTGGGCCGGAATCAAT-----  
-----CTAGTATAAACCTTGTAGGGC-----  
-----TAGTATAAACCTTGTAGGGC-----  
-----  
-----

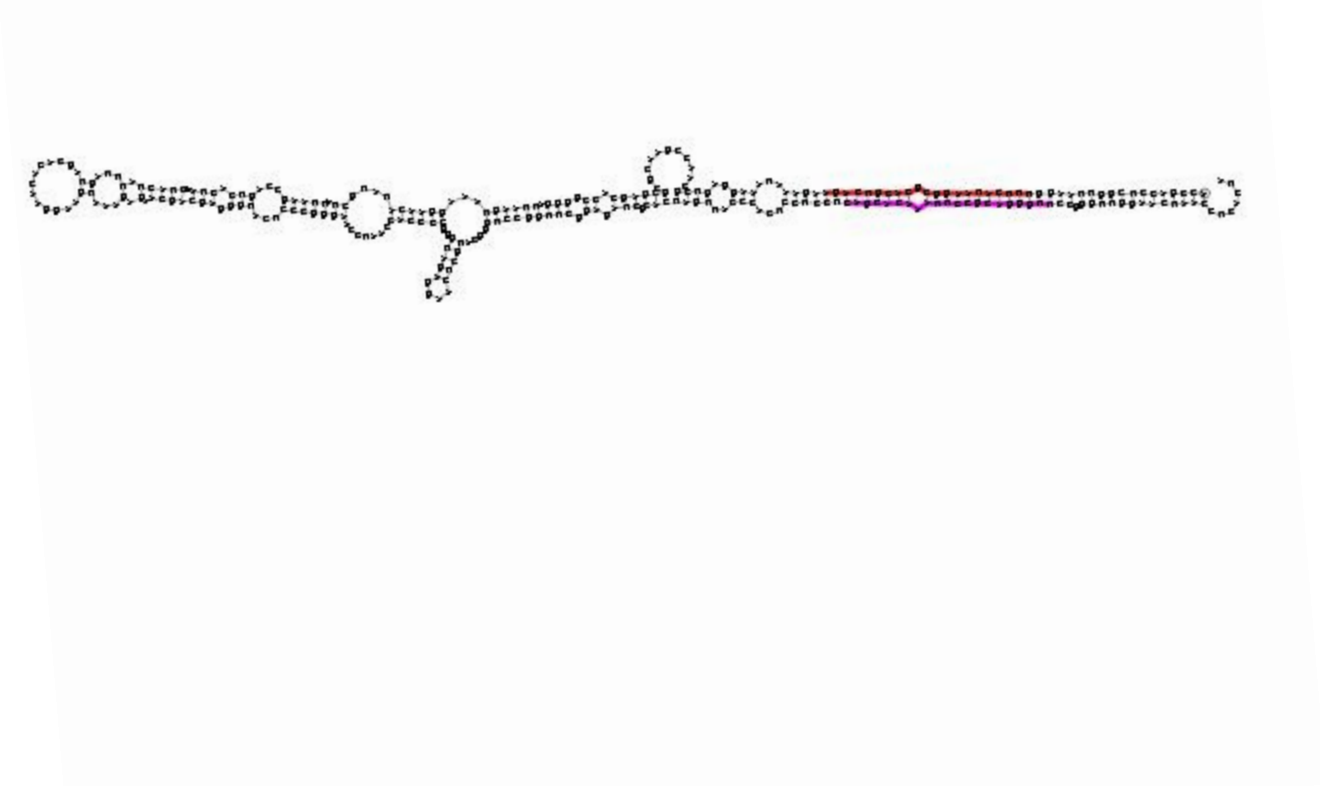

# Jcu nMIR013

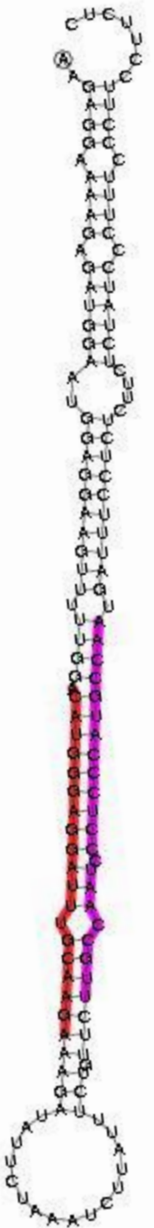

Jcu nMIR014

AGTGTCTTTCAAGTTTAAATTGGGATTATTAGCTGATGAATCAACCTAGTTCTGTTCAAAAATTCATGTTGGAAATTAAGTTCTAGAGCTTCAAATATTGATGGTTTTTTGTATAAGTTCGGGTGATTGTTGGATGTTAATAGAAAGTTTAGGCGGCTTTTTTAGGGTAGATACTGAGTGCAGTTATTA AAAATTGCTTGTCTTGGAA

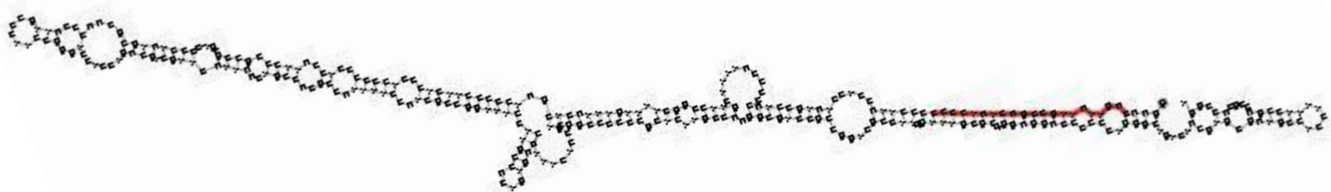

Jcu nMIR015

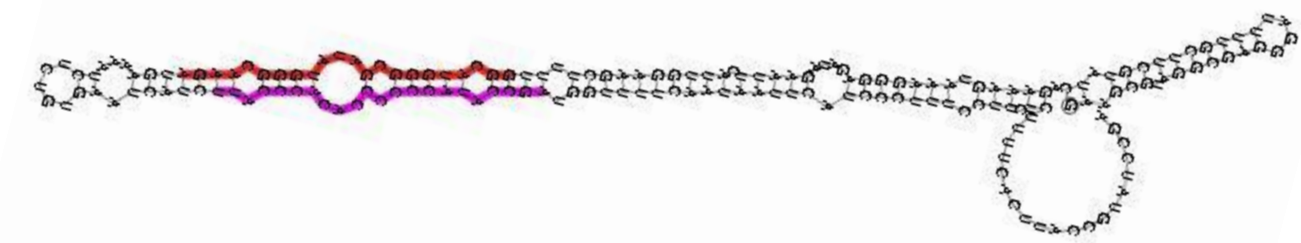

Jcu nMIR016

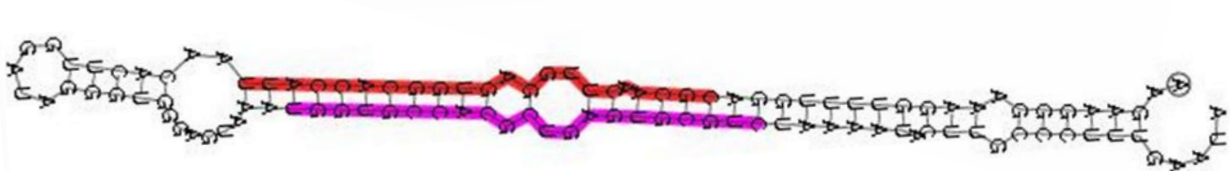

**Supplement:** Figure S3 — Predicted secondary structures of novel miRNA precursors in J. curcas . The locations and the expression of small RNAs mapped onto these precursors are shown here. The sequences of miRNA candidates located in the 5p and 3p arms are labeled in red and purple, respectively. Values on the left side of the miRNA sequence represent miRNA length (Jn) and read counts (x n) in the mature seed library.

How the deposited data were processed for this re-analysis (not part of the article)

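The data were 1 sRNA library of mature *J. curcas* seeds and 3 mRNA libraries of seeds at different stages, L1, L2 and L3, each made from 1 pool of seeds. The authors deposited 1 list per library, in which every unique tag stands beside its number of reads. These are counts: whole numbers without normalization, made after low quality reads and adapters had been removed and, in the sRNA library, after sizes outside 18 to 25 nt had been removed. The lists still contain tags with an undetermined base (0.217% of the sRNA reads) and have not been filtered against non-coding RNAs. The totals were 43328830 reads in L1, 35062185 in L2, 16653188 in L3 and 13983764 in the sRNA library, and the totals of L1, L2 and L3 equal those that the paper gives for libraries of these names. The order of the stages differs between the paper and the sample labels. The paper's order was used for the names, and no test depends on it.

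Lists of results, tests, alternatives and named items were written before the data were examined. The named items are every miRNA family, pre-miRNA and target that the paper names and that can be matched by sequence, and the 5 most abundant sRNA tags that are in neither Table S2 nor Table S5. The values in the paper's tables had been seen when this rule was written. The part of the rule that names genes by their ratio between libraries could not be applied without a reference.

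Sizes, tags read once and first bases were counted in the sRNA list without tags that hold an undetermined base. A conserved miRNA was counted when a tag had the same length and sequence as an entry of Table S2, and sequences of Table S5 were counted in the same way. The intervals given with shares are exact Clopper–Pearson intervals at 95%, and a count of 0 was read as allowing up to 3 counts. Both cover counting error only, and the precision they give says nothing about other seeds.

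No table gives the pre-miRNA sequences as text, and the text layer of the supplementary figures, which prints 37 of the 58, has errors. For each printed pre-miRNA, mRNA tags that share an 18-mer with it were collected, and a sequence of the length given in the table was rebuilt over 25-mers. A rebuilt sequence was kept when its CG count was within 1 base of the table and when it differed from the printed text by at most 10% of its bases (edlib 1.3.9.post1). This limit of 10% was set after rebuilt sequences and their counts had been seen, and it left out Jcu_MIR2022. Another copy of the printed text, which holds a longer text of Jcu_nMIR014 and a text of Jcu_nMIR012, was noticed only after the counts had been seen and was not used. In all, 29 pre-miRNAs were recovered and 8 were not, and the other 21 are not in the printed text. The rebuilding and the counts were checked on 20 simulated pre-miRNAs, all of which were rebuilt and counted exactly. In these, reads began at every base, and the printed text had few wrong bases and none missing or added. The real texts needed up to 13 edits (Jcu_MIR168) and often had few reads, so the check does not cover such cases. With 2 mismatches, the reads inside Jcu_MIR159a rose from 2, 4 and 1 to 9, 21 and 5 in L1, L2 and L3. Wrong bases in a rebuilt sequence are thus not excluded. Folding energies were computed with RNAfold 2.7.2, and differed from those of the tables by a median of 1 kcal/mol and by at most 20.2 kcal/mol.

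Reads of each mRNA library were counted on a pre-miRNA when the whole read lay inside it on either strand with 0 mismatches. The counts of a pair of libraries were compared by a two-sided exact binomial test against the library totals (scipy 1.17.1), at a p of at most 0.001, the paper's threshold. The Audic–Claverie test and the exact test of edgeR 4.0.16, with an assumed biological coefficient of variation of 0.4, were run beside it. No p was adjusted for the number of pre-miRNAs. The tests set 1 library against another, so they answer for these libraries and not for the stages. Alternatives were 2 mismatches, unique tags in place of reads, an overlap of at least 50 nt in place of whole reads, a minimum of 10 reads over the 3 libraries, and scaling by TMM (edgeR) or by DESeq2 1.42.0 over a sample of 31-mers, 1 in 2000, with at least 50 reads over the 3 libraries. In 2000 simulated features with counting error only, 200 were raised 8-fold in L2. The exact binomial test made 2 false calls between L2 and L1 and 0 between L2 and L3. It found all of the 19 changed features with a mean of at least 50 counts. Decreases and the spread between pools of seeds were not simulated, so the few false calls do not cover that spread.

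IsomiRNAs were the unique sRNA tags that match a recovered pre-miRNA exactly on its own strand, and their number at equal depth is the number expected among 1000 reads drawn without replacement. Each sRNA tag was also searched in all mRNA reads on both strands, and once more read backwards as a measure of matches by chance. In a simulated set of 400 tags this search made 0 errors. For the most abundant unlisted tags, the mRNA sequence around the tag was folded in several windows, of which the best was kept. In the same way, 100 shuffled sequences were folded.

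The computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9, R 4.3.3 and C programs compiled with gcc 11.4.0. No reference genome, transcripts or annotation were available. The filtering against non-coding and organellar RNAs, the assembly of contigs, the prediction and the abundance of targets, the siRNA contigs and the expression of stage markers were therefore left out.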

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

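Each test in this part was set down before its result was seen, but the hairpin test was divided by tag only after results were seen.

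The 5 most abundant sRNA tags that are in neither Table S2 nor Table S5 stood out because the paper does not discuss them and they lie far above the 0.215 RPM (reads scaled by the library total) that a count of 0 allows. TGAACTGGGGTGACCAACATC had 262128 reads, ACCTAGCTCTGATACCAATTTGG had 214367, TTTGGCAAAAAAAACAGTGTG had 147393, TGGACGAGATTGATGTTGCCG had 145239 and TGAAGGTTAAATTGATAGCAAG had 134593. They occupied the places 2 to 6 among all unique tags, and together they held 903720 reads, 6.48% of the library. Against fragments of longer RNAs that break at many places, 98.0% to 99.9% of the reads that share a tag's inner 14 bases also share its first base. For the most abundant sequences of the 7 abundant conserved families this share ran from 42.9% to 99.6%. The lowest, 42.9% for MIR156 and 56.0% for MIR157, come from sequences that share a core shifted by 1 base, so that each counts reads of the other as another start. For the other 5 families it ran from 90.7% to 99.6%. A longer RNA that is cut at the same place each time may give the same picture, and so could a non-coding RNA, which was not tested because no reference sequences were used here. RNA of another organism was not tested for the same reason. With 1 sRNA library, no biological explanation was tested.

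The first tag differs from a sequence of Jcu_nMIR002 by 4 edits, and the second shares a stretch of 15 bases with a sequence of MIR845. In the mRNA reads of L1, L2 and L3, the first and the fifth tag were not found. ACCTAGCTCTGATACCAATTTGG was found in 73, 0 and 0 reads, TTTGGCAAAAAAAACAGTGTG in 17, 1 and 0, and TGGACGAGATTGATGTTGCCG in 36, 129 and 3.

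For these 3 tags the surrounding mRNA sequence was folded, since a hairpin with the tag on 1 arm is what a pre-miRNA would show. Windows of 5 lengths on each side were folded, and the one with the most paired bases of the tag, then the lowest MFEI, was kept. The shuffled sequences were treated in the same way. The MFEI values of the pre-miRNAs were not selected like this, so they cannot be set beside those given here. Around ACCTAGCTCTGATACCAATTTGG a window of 113 nt gave an MFE of −44.7 kcal/mol and an MFEI of −1.54, with 22 bases of the tag paired, and 0 of 100 shuffled sequences paired as many. Base composition alone is thus an unlikely explanation, and another tag of the window, ATAATTGGTATTAGAGTTGGTTA, had 38635 reads. Around TGGACGAGATTGATGTTGCCG a window of 66 nt gave −30.5 kcal/mol and an MFEI of −0.897 with 20 bases paired, and 8 of 100 shuffled sequences paired as many, so base composition may explain the pairing. None of the 100 shuffled sequences paired as many with an MFEI as low, and the tag TCTGGTCTTGTTCGCGCACTG of this window had 24927 reads. Around TTTGGCAAAAAAAACAGTGTG 11 bases were paired, and 54 of 100 shuffled sequences paired as many, so base composition may explain this pairing too. Here 1 of the 100 paired as many with an MFEI as low. Whether any of the 5 tags is a miRNA remains open.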

How the results depend on the processing

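No paired analysis was possible because each condition has 1 library and the pools of seeds are not matched. Chosen only after results were seen were the tests with TMM or DESeq2 scaling over 31-mers, the counts by the Audic–Claverie test, the shares with undetermined bases kept, and all values of the match of sRNA tags to mRNA reads.

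Of 52 summary values under an alternative, 25 stayed within the bound set for them and 27 moved. Of 259 values for named pre-miRNAs, 221 stayed on their side of the threshold, 16 lost the threshold, 19 gained it and 3 reversed. A reversal was counted only where at least 1 of the 2 values passed the threshold, so the 221 include changes of direction short of it. An example is Jcu_nMIR001 between L1 and L3, higher in L1 by reads inside and in L3 by overlap.

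By unique tags in place of reads, the 24-nt share was 61.7% and the 21-nt share 9.60%. Without tags read once, the shares were 33.4% and 25.3%. The 24-nt share stayed the largest in each case, while the order of 21 nt and 23 nt differed between reads and unique tags. The share of tags read once was 79.9% with undetermined bases kept, and the 24-nt and 21-nt shares kept their values to 3 digits. Tags with other 3′ ends gave 1144633 conserved miRNA reads, a MIR167 share of 75.1% and 18910 reads for Jcu_nMIR001. By different sequences, MIR167 held 7.14%. With at least 10 reads, MIR156 had 8 members, and fewer than MIR166. The rank of Jcu_nMIR001 was 7 by family totals and 8 by single sequences. With at least 10 reads per tag, Jcu_MIR168 had 19 isomiRNAs and Jcu_nMIR001 had 21, and with at least 0.1% of the pre-miRNA's reads they had 12 and 14, so the order of these 2 changed. The cause was not tested for these values beyond what the alternatives themselves remove or add.

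With unique tags, 1 pre-miRNA differed between L2 and L1 and 1 between L2 and L3. Few different reads fit inside a short pre-miRNA, so fewer calls by unique tags do not show that differences are absent. With overlap of at least 50 nt, 9 differed between L2 and L1, 12 between L2 and L3 and 10 between L1 and L3, where more reads count. The exact test of edgeR with an assumed coefficient of variation of 0.4 gave 0 between L2 and L3 and 0 between L1 and L3. In simulated counts this edgeR test found only 4.5% of the 8-fold changes between L2 and L3, so 0 calls do not show an absence of differences. No change between L1 and L3 was simulated. The counts of 3 for each pair changed to at most 4 and at least 2 under 2 mismatches, a minimum of 10 reads, TMM, DESeq2 and the Audic–Claverie test. The 3 reversed values came with overlap of at least 50 nt. Jcu_MIR2911, read inside its sequence only in L3 (1 read), then had 4923 reads in L2 and 4080 in L1 against 7 in L3. Jcu_nMIR001, with 4 reads in L2 and 1 in L3 inside its sequence, then had 75 in L2 and 97 in L3, which is lower in L2 relative to the library totals. The cause was not tested for Jcu_nMIR001.

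The 24-nt reads found in mRNA reads were 11.6% by unique tags, 24.0% without tags read once, 43.6% for tags with at least 10 reads and 13.5% against L3 alone. In each of these the 21-nt share was higher.

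Depth limits the comparisons of pre-miRNAs: the median pre-miRNA had 3 reads inside it over the 3 libraries. Not run, for lack of a reference, were DESeq2 factors over genes (replaced by 31-mers), the removal of non-coding RNAs, the limit to tags that match the genome, and all alternatives for genome-matched tags, targets, transcripts and stage markers. Library totals are the scaling used throughout, and the list of sRNA tags holds no sizes outside 18 to 25 nt, so these alternatives give no other value.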

Differences from the paper's values

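Of the tests in this part, those by the Audic–Claverie test, TMM and DESeq2 were chosen only after results were seen. In what follows, an alternative means one that was set before the data were examined, and values are said to differ when one is more than 1.5 times the other.

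The most abundant member of MIR166 had 105664 reads, and the paper's value is 35439. The MIR171 sequence TGATTGAGCCGTGCCAATATC had 1023 reads, and the paper's Table S2 gives 497. No alternative was run for these 2 sequences. Summed by family, MIR156 had 18093 reads (the paper's sum in Table S2 is 9108), MIR166 had 138546 (paper 54897), MIR171 had 1413 (paper 839), MIR172 had 158 (paper 94), MIR394 had 292 (paper 151), MIR395 had 409 (paper 195), MIR397 had 144 (paper 69) and MIR535 had 4 (paper 1). Fewer reads than in the paper were found for MIR3711 with 0 (paper 36) and MIR845 with 9 (paper 14). For MIR403, 2 reads were counted and the sum printed in Table S2 is 4, where the table lists the same sequence 2 times with 2 reads each, so each entry equals the count here. With other 3′ ends added, the number for MIR403 is 4, which resolves nothing, since the entries already equal the count. The other 10 families still differed, and MIR319 (6293, paper 4074), MIR5083 (21, paper 5) and MIR894 (1203, paper 25) then differed as well.

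In Table S1, the paper's numbers of tags with more than 10000 reads are 1 for 18 nt, 2 for 19 nt, 1 for 20 nt and 1 for 24 nt, and 4, 6, 4 and 2 were counted. For 18 nt, the paper gives 4 tags with 5001 to 10000 reads, 494 with 101 to 5000, 1358 with 51 to 100, 6730 with 11 to 50 and 0 with 2 to 10, and 2, 276, 299, 1607 and 7276 were counted. The paper's 494 and 1358 also stand in its column for 24 nt. No alternative applies to these numbers.

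Of the 87 counts of reads on recovered pre-miRNAs, 52 equal those of Tables S3 and S4, and 31 differ from them, 29 being lower here and 2 higher. In L1, the paper's values and the counts here were 3 and 1 for Jcu_MIR157, 106 and 2 for Jcu_MIR159a, 25 and 15 for Jcu_MIR167a, 5 and 0 for Jcu_MIR472, 18 and 0 for Jcu_MIR482, 688 and 8 for Jcu_nMIR001, 24 and 0 for Jcu_nMIR007 and 4 and 8 for Jcu_nMIR008. In L2, the paper's values and the counts here were 47 and 6 for Jcu_MIR156a, 3 and 1 for Jcu_MIR157, 139 and 4 for Jcu_MIR159a, 143 and 63 for Jcu_MIR167a, 4 and 1 for Jcu_MIR482, 176 and 4 for Jcu_nMIR001, 1008 and 28 for Jcu_nMIR003 and 82 and 0 for Jcu_nMIR007. In L3, they were 1 and 0 for Jcu_MIR1463, Jcu_MIR156c, Jcu_MIR166b and Jcu_MIR320, 16 and 4 for Jcu_MIR156a, 4 and 0 for Jcu_MIR157, 30 and 1 for Jcu_MIR159a, 119 and 52 for Jcu_MIR167a, 14 and 1 for Jcu_MIR390, 17 and 0 for Jcu_MIR472, 12 and 0 for Jcu_MIR482, 393 and 1 for Jcu_nMIR001, 42 and 2 for Jcu_nMIR003, 21 and 0 for Jcu_nMIR007 and 1 and 3 for Jcu_nMIR016. With overlap of at least 50 nt, the values no longer differed from the paper's for Jcu_MIR482 and Jcu_nMIR007 in L1, for Jcu_nMIR003 and Jcu_nMIR007 in L2, and for Jcu_MIR1463, Jcu_MIR156a, Jcu_MIR157, Jcu_MIR166b, Jcu_nMIR003 and Jcu_nMIR007 in L3. With 2 mismatches they no longer differed for Jcu_MIR156c and Jcu_MIR320 in L3. With unique tags in place of reads, all 31 still differed. Over all 87 counts, overlap gave 49 that differ, more than the 31.

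Among the recovered pre-miRNAs, the paper marks 6 as differing between L2 and L1, 7 between L2 and L3 and 5 between L1 and L3, and 3, 3 and 3 differed here, of which 3, 2 and 2 are among the marked. The other one, between L2 and L3 and between L1 and L3, is Jcu_nMIR015. The paper required edgeR and the Audic–Claverie test to agree, and the test here was the exact binomial test alone. For L2 and L1, the number no longer differed from the paper's with 2 mismatches (4) and with overlap (9), and it still did with unique tags, edgeR and a minimum of 10 reads. For the other pairs, it differed with 2 mismatches, overlap, unique tags, edgeR and a minimum of 10 reads. Unique tags counted by overlap gave 7 for L2 and L1 and 10 for L2 and L3. These numbers no longer differed from the 6 and 7 marked. For L1 and L3 they gave 9 against 5 marked, which still differed. With overlap, the marked Jcu_MIR156a, Jcu_nMIR001 and Jcu_nMIR007 differed between L2 and L1, Jcu_MIR390, Jcu_MIR472, Jcu_nMIR001 and Jcu_nMIR003 between L2 and L3, and Jcu_MIR156a, Jcu_MIR390 and Jcu_nMIR003 between L1 and L3. Overlap also called pre-miRNAs that the paper does not mark: of its 9, 12 and 10 calls for these pairs, 6, 6 and 5 are marked. By unique tags with overlap, Jcu_nMIR001 between L2 and L1 and Jcu_MIR472 between L2 and L3 were not called. Jcu_MIR159a between L2 and L3 is the only marked case that no setting called. With TMM, DESeq2 and the Audic–Claverie test, which were chosen after the values were seen, 4 differed between L2 and L1, the fourth being Jcu_nMIR008, which the paper does not mark, and Jcu_MIR156a, Jcu_nMIR001 and Jcu_nMIR007 were still not called.

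The paper states that most pre-miRNAs have like levels in all libraries. Of the 29, 24 differed between no pair by reads inside and 13 by overlap. The 24 include 9 that are no longer than the reads of L1 and L2, so that their levels could not be compared by reads inside. The paper names Jcu_MIR168 and Jcu_nMIR001 as the pre-miRNAs with the most isomiRNAs. Here they had 68 and 57, and Jcu_MIR2911 had 219, counted without the paper's removal of non-coding RNAs. The paper states that most new miRNAs are 21 nt long. Of the different sequences, 29.0% were, more than of any other length, and in 8 of 16 families the most abundant sequence was, while by reads 22 nt was the first with 56.1%.

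The paper's text limits Jcu_MIR167a to L1, while its Table S3 and the counts here (15, 63 and 52 reads in L1, L2 and L3) have it in all 3 libraries. Relative to the library totals it was highest in L3, with 0.346, 1.80 and 3.12 RPM (reads scaled by the library total). The letters of the text and of Table S3 do not match: the table has Jcu_MIR167c as read only in L1, and it has more reads in L2 and L3 than in L1 for Jcu_MIR167a and Jcu_MIR156a, where the text names Jcu_MIR167b and Jcu_MIR156d. The counts here go by the table's letters, and by these Jcu_MIR167a was higher in L2 and in L3 than in L1, while Jcu_MIR156a had 0, 31 and 11 reads by overlap. The text limits Jcu_MIR169a to L2, and 4 reads were found in L2 and 3 in L3. It also limits Jcu_MIR390 to L3, where its 1 read inside and its 9 by overlap were found. For Jcu_MIR167b, the 0, 1 and 2 reads found here equal those of Table S3. The paper puts Jcu_nMIR001 higher at the beginning of development. By reads inside it had 0.185, 0.114 and 0.0600 RPM in L1, L2 and L3, highest in L1 as the paper states, with no difference detectable. By overlap it had 5.56 RPM in L1 and 5.82 in L3, against 2.14 in L2. Its mature sequences were found in 14.5, 4.73 and 11.7 RPM of the mRNA reads, again highest in L1, and these were not tested. The paper ranks Jcu_nMIR001 highest in L1 and L3 and Jcu_nMIR003 highest in L2. Only the 29 recovered of the 58 pre-miRNAs could be ranked here. Among these, Jcu_MIR167a was the first in every library by reads inside. By overlap, Jcu_nMIR001 was in place 2 in L1 and L3 and Jcu_nMIR003 in place 3 in L2. For Jcu_nMIR003, Jcu_nMIR007 and Jcu_nMIR016, the highest level was in L2 by overlap, as the paper states.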

Other observations

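The tests on entries of Table S2, on isomiRNAs at equal depth, on pre-miRNAs read only in L3, on the columns of Tables S3 and S4, on the list of libraries, on matches by chance and on Jcu_nMIR003 and Jcu_nMIR016 were chosen only after results were seen.

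In Table S2, 132 of 178 entries hold the number of reads that was counted and 46 hold another. For 41 the table has fewer reads, and 68.3% of these sequences lie inside a longer sequence of the table, against 1.52% of the 132. If such reads had been counted at the longer sequence instead, the longer ones would have more reads in the table than were counted, but of the 51 entries that hold a shorter listed sequence, 0 do and 36 are equal. Reads assigned to a longer sequence and then left out, because the paper required the same length, may give both values. For the other 13 of the 41 the table lists no longer sequence. Sequences of miRBase that the table does not list were not available, so the cause stays open for these 13. The other 5 entries have reads in the table and none in the deposited list, and apart from undetermined bases no cause was tested for them. Adding tags with an undetermined base made 0 entries equal, but it could test only these 5, for which no such tag was found. For the 41 it could only widen the gap, so it decides nothing there.

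That Jcu_MIR168 and Jcu_nMIR001 give many isomiRNAs may follow in part from their depth, since more reads on a pre-miRNA show more unique tags. At 1000 reads for each of the 17 pre-miRNAs that have as many, Jcu_MIR168 took place 5, against 2 of 29 at full depth. Jcu_nMIR001 was in place 3 among the 29 and among the 17, but pre-miRNAs with fewer reads are missing from the latter. One of them, Jcu_nMIR007, had 26 tags in 282 reads, more than the 21.5 expected for Jcu_nMIR001 and the 19.5 for Jcu_MIR168 among 1000, so neither place would hold among all 29.

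In Tables S3 and S4, 8 pre-miRNAs are 100 nt long, the length of a read of L3, and all have 0, 0 and 1 reads in L1, L2 and L3 in the paper's columns. Of these, 6 were recovered, and 4 of these equal 1 read of L3. Reads of L1 and L2 have 101 nt and cannot lie inside a sequence of 100 nt, so length alone gives the 0 counts inside them here. For the paper's own values this is not settled, since its tables also give reads to pre-miRNAs that are shorter than every read: 24, 82 and 21 in L1, L2 and L3 to Jcu_nMIR007 (93 nt), and 1 in L3 to Jcu_MIR1463 (83 nt) and to Jcu_MIR166b (89 nt). For these pre-miRNAs, the paper's counts are thus not whole deposited reads that lie inside. How the paper's counts arose was not tested. By overlap of at least 50 nt, L1 and L2 together had 3 reads on Jcu_MIR156b and 9003 reads on Jcu_MIR2911, so both were read in libraries where no read lay inside them. For Jcu_MIR403a and Jcu_MIR403b, 0 reads of L1 and L2 overlapped. With 1 read in L3 the count is too low to decide whether their level was also lower in L1 and L2.

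The paper names the columns of Tables S3 and S4 normalized read counts. For 12 of the 29 recovered pre-miRNAs, all 3 values equal the reads that lie inside, without scaling. Of these 12, 2 have at least 10 reads, Jcu_MIR166a and Jcu_MIR168. The columns may thus hold reads before normalization. The log2 ratios that the tables print differ from the ratios of their own counts by 3 different offsets for each pair of libraries (−0.24, −0.19 and 0.14 for L2 over L1), where library totals would give 0.31.

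The stages of L1, L2 and L3 differ between the paper and the sample labels. If the paper's list had assigned the libraries wrongly, the deposited numbers of reads would differ from those that the paper gives for each name. They are equal for 3 of 3 libraries, which argues against a slip in the list of libraries. Whether the stage names in the labels or in the paper are right could not be tested without genes that mark the stages. L3 also has another read length than L1 and L2, so a difference in sequencing cannot be separated from the stage.

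The 24-nt reads were found in mRNA reads less often than the 21-nt reads. Matches by chance would have to raise the share of the shorter reads, but only 0.0277% of the 21-nt reads taken backwards were found, far below the gap between 74.8% and 18.0%. Sequencing errors in rare tags could lower the 24-nt share, but among tags with at least 10 reads it was 43.6% against 83.8% for 21 nt, so errors in rare tags are not the whole cause. That 24-nt sRNAs come from regions without polyadenylated RNA stays open and was not tested, as it needs a genome.

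Jcu_nMIR003 and Jcu_nMIR016 were read mostly in L2. The same reads were counted at both: 99.8% of the reads over Jcu_nMIR003 also lie over Jcu_nMIR016, so they are 1 pattern and not 2. Few molecules copied many times are an unlikely source of the difference from L1, since the reads over Jcu_nMIR003 began at 114 different bases in L2 and at 0 in L1. For the difference from L3 this remains open. By different first bases L2 had 114 and L3 had 31, which is 1.75-fold more in L2 relative to the library totals (exact binomial test, p = 0.00565), against 11.3-fold by reads. For Jcu_nMIR016 there were 124 and 31 (exact binomial test, p = 0.00102). Unique tags differed more, with 155 and 31 over Jcu_nMIR003 (2.37-fold, exact binomial test, p = 2.0e-06) and 188 and 31 over Jcu_nMIR016 (2.88-fold, exact binomial test, p = 1.2e-09), which goes against copies of few molecules. Sequencing errors in copies also make new unique tags, though, and different first bases are limited by the length of the pre-miRNA, so neither count decides it. A change between the stages stays open as well, since each stage has 1 library.

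Reads that overlap Jcu_MIR2911 were nearly absent from L3, with 7 reads against 4080 in L1 and 4923 in L2. Copies of reads of 1 place are an unlikely source, since 217 unique tags in L1 and 233 in L2 hold them, and they began at 42 and 44 different bases. This pre-miRNA has a CG content of 82.0%, and its most abundant sRNA tag held 16.0% of its sRNA reads. The sequences of Jcu_nMIR006, whose pre-miRNA was not recovered, were found in 1582 RPM (reads scaled by the library total) in L1, 2668 in L2 and 186 in L3. Contents of non-coding RNA that differ between the libraries and a difference between stages both stay open, and neither was tested.

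The mature sequences of each family were also searched in the mRNA reads. In L1, L2 and L3, sequences of MIR172 were found in 115, 11 and 1 reads, of MIR845 in 2, 0 and 1, and of MIR319 in 33, 28 and 4. For MIR169 they were found in 2, 28 and 7 reads, and for MIR390 in 0, 0 and 13. Sequences of MIR396 were found in 68, 2 and 5 reads, of MIR160 in 151, 17 and 4, and of MIR171 in 25, 0 and 0. The paper names the first 5 of these families among the pre-miRNAs that differ, and the last 3 were picked after their values were seen. Such reads can come from a pre-miRNA or from a target on the other strand, and the 2 were not separated.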
